# Systematic Identification of Characteristic Genes of Ovarian Clear Cell Carcinoma Compared with High-Grade Serous Carcinoma Based on RNA-Sequencing

**DOI:** 10.3390/ijms20184330

**Published:** 2019-09-04

**Authors:** Saya Nagasawa, Kazuhiro Ikeda, Kuniko Horie-Inoue, Sho Sato, Atsuo Itakura, Satoru Takeda, Kosei Hasegawa, Satoshi Inoue

**Keywords:** ovarian cancer, gene expression, RNA sequencing, clear cell carcinoma, high-grade serous carcinoma

## Abstract

Objective: Ovarian cancer has the highest mortality among gynecological cancers. High-grade serous carcinoma (HGSC) is the most common histotype of ovarian cancer regardless of ethnicity, whereas clear cell carcinoma (CCC) is more common in East Asians than Caucasians. The elucidation of predominant signaling pathways in these cancers is the first step towards understanding their molecular mechanisms and developing their clinical management. Methods: RNA sequencing was performed for 27 clinical ovarian specimens from Japanese women. Principal component analysis (PCA) was conducted on the sequence data mapped on RefSeq with normalized read counts, and functional annotation analysis was performed on genes with substantial weights in PCA. Knockdown experiments were conducted on the selected genes on the basis of PCA. Results: Functional annotation analysis of PCA-defined genes showed predominant pathways, such as cell growth regulators and blood coagulators in CCC and transcription regulators in HGSC. Knockdown experiments showed that the inhibition of the calcium-dependent protein copine 8 (CPNE8) and the transcription factor basic helix-loop-helix family member e 41 (BHLHE41) repressed the proliferation of CCC- and HGSC-derived cells, respectively. Conclusions: This study identified *CPNE8* and *BHLHE41* as characteristic genes for CCC and HGSC, respectively. The systemic identification of differentially expressed genes in CCC and HGSC will provide useful information to understand transcriptomic differences in these ovarian cancers and to further develop potential diagnostic and therapeutic options for advanced disease.

## 1. Introduction

Ovarian cancer has the highest mortality in gynecological cancers and is responsible for the death of ~4500 women per year in Japan [1]. Because the disease often exhibits no obvious symptoms in the early stage, nearly half of the patients will eventually develop advanced cancer and have a five-year survival rate <30% [2]. High-grade serous carcinoma (HGSC) is the most common histotype among ovarian cancers and is usually diagnosed at an advanced stage exhibiting aggressive behavior [3]. The incidence of HGSC is reported as 70% of malignant ovarian cancer in Caucasians [4]. Interestingly, the nature of ovarian cancer among Japanese patients is rather unique compared to Caucasian patients. Although the incidence of HGSC in Japanese women (35%) is lower than in Caucasian women, that of clear cell carcinoma (CCC) is as high as 24%—being the second highest incidence in Japanese—whereas it is only 10% in Caucasians [5].

Multiple signaling pathways involved in processes such as cellular proliferation, migration, differentiation, and apoptosis have been shown to be associated with the pathophysiology of ovarian cancer. In HGSC, tumorigenesis and therapy resistance are regulated by various signaling pathways including nuclear factor kappa B (NF-κB), Notch, Myc, Wnt/β-Catenin, Hedgehog, phosphatase and tensin homolog (PTEN)/phosphatidylinositol 3-kinase (PI3K)/AKT/mammalian target of rapamycin (mTOR) pathway, mitogen-activated protein kinase (MAPK), insulin-like growth factor (IGF), multi-drug resistance 1 (MDR1), and transforming growth factor β (TGFβ) [6]. For example, immunohistochemical analysis revealed that NF-κB expression, which regulates the expression of proinflammatory genes, correlates with poor prognosis and becomes a risk factor for chemotherapy resistance of serous carcinoma [7]. Notch 3 is implicated in tumor proliferation, and its expression correlates with carboplatin resistance in HGSC [8,9]. Myc is frequently amplified/overexpressed in ovarian HGSC and assumed to function as a key oncogenic driver gene contributing to carcinogenesis [10,11]. IGF signaling pathways are also involved in tumor progression and drug resistance in ovarian cancer. For instance, high IGF2 expression in serous ovarian cancer is significantly associated with a shorter interval to disease progression and death and resistance to the chemotherapy drug Taxol [12,13,14]. MDR1 expression also significantly elevates the risk for ovarian cancer progression [15].

Ovarian CCC mostly arises from endometriosis of the ovary and is commonly detected at a low stage compared with HGSC. Pearce et al. reported that endometriosis is associated with a significant risk of CCC: 20.2% of patients with CCC reported a history of endometriosis [16]. Nevertheless, the overall survival of patients with CCC, with endometrioid cysts in particular, has not been improved by monthly transvaginal echoic examination. Compared with other ovarian cancer histotypes, CCC is often characterized by chemoresistance and high frequency of deep venous thrombosis [17]. Gene expression profiling implies that the overexpression of hepatocyte nuclear factor-1β (HNF-1β) and hypoxia-inducible factor 1 α (HIF-1α) is a key driver event in CCC [18,19].

These findings suggest that different types of ovarian cancer develop along with different molecular pathways. Although there are several reports exploring gene expression profiling specific for these histotypes, new and effective biomarkers have not been applied for clinical use; only few tumor markers including CA125 are recommended in the diagnosis and management of ovarian cancer [20,21,22]. In the 1980s, ovarian cancer prognosis was improved by the emergence of the paclitaxel–carboplatin treatment. Nevertheless, CCC is classified as chemoresistant. In addition, HGSC is initially chemosensitive, but over 60% of these tumors are known to relapse after chemotherapy [1]. Therefore, understanding the histological differences and molecular mechanisms of ovarian cancer progression is essential for the prevention of this cancer and to improve the survival rate of patients. Owing to the low incidence among Caucasians, the molecular mechanisms of ovarian CCC are less characterized than those of HGSC. Considering the different histological incidence between Caucasians and East Asians, we focused on the molecular differences of CCC compared to HGSC.

From the viewpoints described above, we speculated that a particular set of genes associated with distinct ovarian cancer histotypes would contribute to the clinical phenotype of the disease, including tumorigenicity and therapeutic response. To test our hypothesis, clinical specimens from patients with CCC and HGSC, as well as normal ovary specimens, were analyzed by high-throughput RNA sequencing. Functional analysis of candidate genes predominantly expressed in CCC and HGSC revealed distinct signaling pathways in the two cancer histotypes, which would play roles in cancer cell proliferation.

## 2. Results

### 2.1. Principal Component Analysis from RNA-Sequencing Data Reveals Candidate Genes Associated with CCC and HGSC

We performed RNA sequencing of 27 clinical ovarian specimens obtained from patients. Clinical information for the 27 subjects is shown in Supplementary Table S1. To visualize the relationships between the 6 CCCs, 15 HGSCs, and 6 normal tissues based on gene expression, we performed principal component analysis (PCA) based on the expression level represented by log2RPKM value for each RefSeq gene (Figure 1A). The result indicated that the three groups, CCC, HGSC, and normal tissues, could be characterized by the first two principal components: the proportion of the variability regarding the first principal component (PC1) and the second principal component (PC2) was 18.5% and 11.0%, respectively (Figure 1B). One normal tissue sample was derived from the oviduct (green-colored open circle in Figure 1B) and, interestingly, this sample clustered near to the HGSC group, possibly reflecting the characteristics of its developing tissue oviduct from which HGSC would be also generated. We included this normal oviduct as normal tissue because it did not interfere with the main results of the comparison study of the characteristics of CCC and HGSC. Then, we further performed PCA with each pair of these three groups. CCC and HGSC were separated from normal tissues (Figure 1C,D): the proportion of the variability regarding PC1 and PC2 was 36.0% and 12.2% in Figure 1C, respectively, and 23.3% and 9.3% in Figure 1D, respectively. Moreover, we could clearly discriminate between CCC and HGSC (Figure 1E): the proportion of the variability regarding PC1 and PC2 was 14.6% and 10.7%, respectively. These results indicate that differential gene expression profiles of the ovarian cancer histotypes CCC and HGSC are diagnostically important.

To determine the signaling pathways that define the characteristics of these three groups, we performed functional annotation analysis for sets of genes that were defined as contributing genes for each group along PC1 in Figure 1C–E using DAVID Bioinformatics Resources 6.7 (Supplementary Figure S1 and Supplementary Tables S3–S8). Notably, the cell cycle regulation-associated pathway was among the top 10 pathways that were dominant in CCC and HGSC compared with normal tissues (Supplementary Tables S3 and S5). In a comparison between CCC and HGSC, blood coagulation factors and body fluid regulators were specifically annotated as contributing genes separating CCC from HGSC (Supplementary Table S7). These transcriptomic profiles may explain one of the clinical features of patients with ovarian CCC, who are more susceptible to venous thrombosis. On the other hand, various transcription regulators were listed as contributing genes that discriminate HGSC from CCC (Supplementary Table S8).

To elucidate molecular targets that will be clinically useful for CCC and HGSC, we focused on the genes which contributed to PC1 in the comparison between CCC and HGSC (Figure 1E). The 12 highest positive genes and the 12 lowest negative genes in PC1 are shown in Figure 2A,B, respectively. Box-and-whisker plots were generated based on the RPKM or mRNA expression levels of the 24 genes (Figure 2A,B). As shown in Figure 2, the genes with PC1 negativity (except CYP2B6) were preferentially expressed in CCC versus HGSC (*p* < 0.05; false discovery rate (FDR) 5%). On the contrary, the genes with PC1 positivity were preferentially expressed in HGSC versus CCC (*p* < 0.05; FDR 5%). We next quantified the expression levels of these genes in prototypic ovarian cancer cell lines including RMG1, OVCAR3, and SKOV3, which were primarily established from CCC, HGSC, and adenocarcinoma, respectively (Figure 3). Among them, fucosyltransferase 4 (*FUT4*), *CPNE8*, and relaxin family peptide receptor 1 (*RXFP1*) were the top three most highly expressed genes in RMG1 cells *versus* OVCAR3 cells (Figure 3A), thus we defined them as potential CCC-related markers. Vice versa, nucleolar protein 4 like (*NOL4L*), serine protease 1 (*PRSS1*), and *BHLHE41* were the top three most highly expressed genes in OVCAR3 cells versus RMG1 cells (Figure 3B), and we defined them as potential HGSC-related markers. Adenocarcinoma-derived SKOV3 cells partially expressed both the CCC-related marker *CPNE8* and the HGSC-related marker *NOL4L* (Figure 3).

### 2.2. Functional Analysis of Potential Oncogenes in CCC and HGSC

Among 24 representative genes that were preferentially overexpressed in either CCC or HGSC (Figure 2), small interfering RNAs (siRNAs) targeting *CPNE8*, *RAPH1*, *CEP44*, *BHLHE41*, *MEIS1*, and *FRMD5* exhibited efficient knockdown in both RMG1 and OVCAR3 cells. We next performed cell proliferation assays using these siRNAs. We showed that siRNAs targeting *CPNE8* (si*CPNE8*) and *BHLHE41* (si*BHLHE41*) could impair cell growth in a histotype-specific manner (Figure 4). Namely, while si*CPNE8* #A and #B significantly downregulated *CPNE8* expression in the three cell lines, only the growth of RMG1 and SKOV3 cells could be repressed by these siRNAs (Figure 4A). In regard to si*BHLHE41* #A and #B that significantly repressed *BHLHE41* expression in the three cell lines, these siRNAs could substantially inhibit the growth of OVCAR3 cells only (Figure 4B). *CPNE8* and *BHLHE41* are also highly expressed in CCCs and HGSCs, respectively, according to three datasets of the online database Oncomine (Supplementary Figure S2).

### 2.3. Pathway Genes Regulated by CPNE8 and BHLHE41

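CPNE8, which encodes a calcium-dependent phospholipid-binding protein, had a log2 value of 13.76 in RMG1 cells transfected with siControl, 10.67 with siCPNE8 #A and 11.92 with siCPNE8 #B. Relative to siControl, siCPNE8 #A left 0.117 of the CPNE8 signal and siCPNE8 #B left 0.278. The mean log2 ratio of CPNE8 was -2.47 ± 0.88 (SD, n = 2 siRNAs). CPNE3, another member of the copine family, had a mean log2 ratio of -0.04 ± 0.26 (SD, n = 2 siRNAs), and BHLHE41 read 11.41 with siControl, 11.15 with #A and 11.42 with #B. In the OVCAR3 arrays, where CPNE8 was not targeted, CPNE8 read 7.81 with siControl, 7.31 with siBHLHE41 #A and 8.03 with siBHLHE41 #B, close to background. RMG1 is an established line of ovarian clear cell carcinoma. Total RNA of RMG1 cells transfected with siControl, siCPNE8 #A or siCPNE8 #B was extracted with ISOGEN and hybridised to Affymetrix Clariom S arrays, which measure transcripts at the level of genes, with 1 array per siRNA. The authors deposited log2 values computed with RMA in Affymetrix Expression Console for 21448 transcript probes and 2903 control probes. The median log2 value was 7.07 in the siControl array, 7.07 with #A and 7.08 with #B, and between 40.2% and 41.2% of the transcript probes lay above the 95th percentile of the negative control probes of their array, called background here; no ratio is printed for a gene above it in no array of the line, and where one side is not above it the size of a ratio is uncertain. Each log2 ratio is the value with an siRNA minus the value of the siControl array of the same line, and the SD is taken between siRNA #A and siRNA #B, which differ in sequence. No source used here states that the arrays came from separate cultures. A limma p-value of a probe therefore measures only the spread between these samples, that is, between different siRNAs against 1 control array. The tests of gene lists, camera at its preset correlation and fgsea, set the genes of a list against the other genes. Their p-values do not measure a spread between cultures. Single probes were tested with limma in 1 fit over all 6 arrays, which assumes that a control array varies like the siRNA pairs, and CPNE8 itself had an adjusted p of 0.859 from limma (standard error 0.54). The number of arrays limits the precision. The paper grows RMG1 in RPMI and OVCAR3 in DMEM, whereas the sample labels give DMEM for RMG1 and RPMI for OVCAR3, and the paper's text does not name the time between transfection and the extraction of RNA for the arrays.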

To address the roles of *CPNE8* in the pathophysiology of CCC, we next examined the effects of siRNAs targeting *CPNE8* on the alteration of gene expression in RMG1 cells. Gene set enrichment analysis (GSEA) based on microarray data of RMG1 cells transfected with either *CPNE8* siRNAs or control siRNA dissected functional pathways that were particularly repressed by *CPNE8* knockdown, including NF-κB signaling, hypoxia, KRAS signaling, IL6–JAK–STAT signaling, inflammatory response, and MYC targets (Figure 5A). In addition, functional annotation analysis using DAVID Bioinformatics Tools indicated that the genes upregulated or downregulated commonly by both si*CPNE8* #A and #B treatments defined potential *CPNE8*-regulated pathways in CCC (Supplementary Figure S3A). 

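Genes that NF-κB induces were among those furthest below siControl in RMG1 cells treated with siCPNE8. TNFAIP3, a feedback inhibitor of NF-κB signaling, had a log2 ratio of -3.37 with #A and -1.61 with #B, PLAU, which encodes the urokinase plasminogen activator, had -2.83 and -2.03, and NFKB1, the p105 and p50 subunit of NF-κB, had -1.48 and -0.86. Of 173 measured genes of the TNF and NF-κB response, 32 were under 0.66-fold of siControl with both siRNAs and 4 were over 1.5-fold, and the list fell as a group, with a median log2 ratio of -0.33 with #A and -0.15 with #B (adjusted p = 1.39e-06 from limma's camera test). With an estimated correlation between genes, adjusted p = 0.884 for this list. Cytokines and chemokines fell as a group (median log2 ratio -0.23, 7 of 51 genes under 0.66-fold and 2 over 1.5-fold with both siRNAs, adjusted p = 0.0122 from camera, adjusted p = 0.884 with an estimated correlation). Most of these genes were dim: 18 of the 51 exceeded the median of all values (log2 7.11) in their brighter group, and their median siControl level was 5.46, below background. Of the lists of genes that ovarian cells do not use, olfactory receptors had a median log2 ratio of -0.15 and genes of sperm, eye, skeletal muscle and hair 0.03. Among the cytokines and chemokines, CXCL8, which attracts neutrophils, had log2 ratios of -3.36 and -0.96 and the chemokine CXCL2 had a mean log2 ratio of -1.56 ± 1.08 (SD, n = 2 siRNAs). Of 88 genes of IL6-JAK-STAT3 signaling, 13 were under 0.66-fold and 6 over 1.5-fold with both siRNAs, with a median log2 ratio of -0.20 (adjusted p = 0.0426 from camera, adjusted p = 0.884 with an estimated correlation). CSF1, a growth factor of macrophages, lay at -1.57 ± 1.15 and STAT3 at -0.30 ± 0.08 (mean log2 ratio ± SD, n = 2 siRNAs). The hypoxia response had a median log2 ratio of -0.11, with 14 of 170 genes under 0.66-fold and 3 over 1.5-fold with both siRNAs (adjusted p = 0.0449 from camera, adjusted p = 0.884 with an estimated correlation). For the hypoxia list the estimated correlation was -0.0028, below the preset 0.01, so there the call was lost through the 2 degrees of freedom of that test. HIF1A, the oxygen-regulated transcription factor, was level with siControl at -0.00 ± 0.01, and PLAUR, the urokinase receptor, lay at -2.10 ± 0.65 (SD, n = 2 siRNAs). Among 59 MYC targets of ribosome biogenesis the median log2 ratio was -0.22 with #A and -0.02 with #B and 3 genes were under 0.66-fold with both (adjusted p = 0.0426 from camera, adjusted p = 0.92 with an estimated correlation). MYC itself had log2 ratios of -1.59 and -0.91, and HK2, which encodes hexokinase 2, had -1.80 and -0.93. The 174 other MYC targets did not pass the test, with 1 gene under 0.66-fold and a median log2 ratio of -0.02 (adjusted p = 0.793 from camera). The inflammatory response, with 20 of 192 genes under 0.66-fold and 9 over 1.5-fold and a median log2 ratio of -0.11, did not pass the test either (adjusted p = 0.0561 from camera). When adjusted over the list alone, limma called HBEGF and PLAU in the TNF and NF-κB list, HBEGF in the inflammatory list and no gene of the other lists named here. Without the #A array the adjusted p from camera was 0.169 for hypoxia, 0.135 for IL6-JAK-STAT3 and 0.838 for the MYC targets of ribosome biogenesis, and without the #B array it was 0.0515 for IL6-JAK-STAT3 and 0.0348 for the inflammatory response. From its GSEA of these arrays, the paper states that CPNE8 expression positively correlated with activation of NF-κB, STAT, hypoxic and inflammatory pathways.

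**Figure D1:**
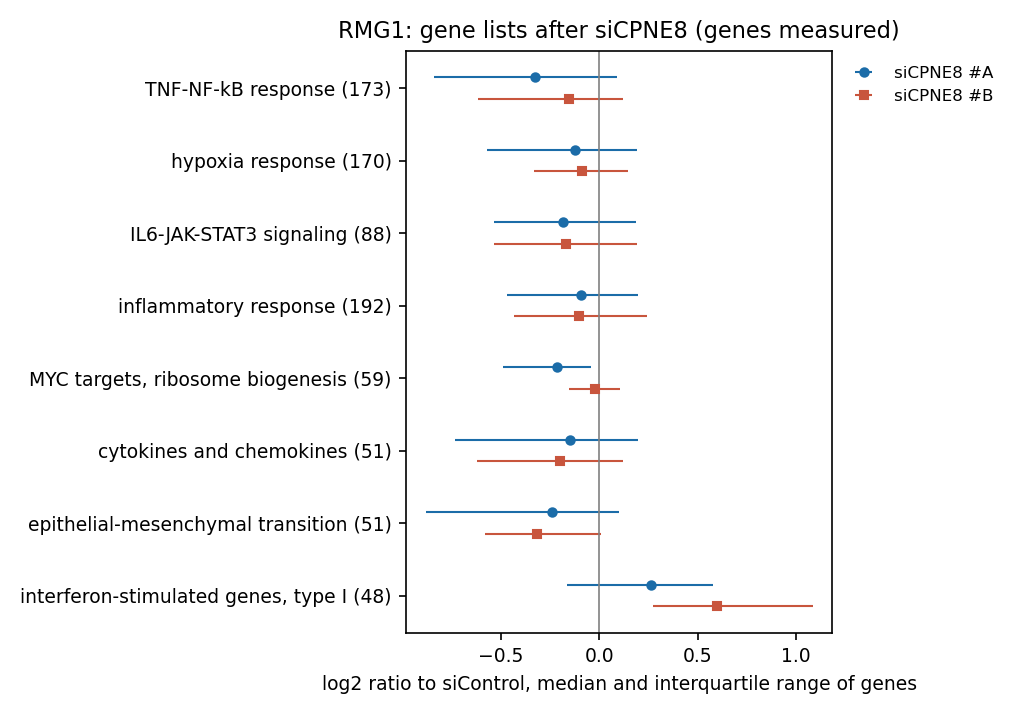
Log2 ratios to siControl in RMG1 cells (horizontal axis) for 8 gene lists, with the number of measured genes in brackets. Circles give the median with siCPNE8 #A, squares the median with siCPNE8 #B and bars the range between the quartiles of the genes: the TNF and NF-κB list lies at -0.33 and -0.15, and the type I interferon list at 0.26 and 0.60.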

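Transcripts furthest above siControl with both siCPNE8 siRNAs were those of STK32B, a protein kinase, and ZDHHC20, a palmitoyltransferase, with mean log2 ratios of 2.31 ± 0.37 and 2.18 ± 0.22 (SD, n = 2 siRNAs). The secretoglobin SCGB2A1 lay at 1.99 ± 0.56, the selenium carrier SELENOP at 1.89 ± 0.95, the annexin ANXA9 at 1.83 ± 0.67, the autophagy gene GABARAPL1 at 1.75 ± 0.72 and NALF1 at 1.72 ± 0.61. The interferon-induced genes IFI6 and MX1 had 1.29 and 0.66 with #A and 2.56 and 3.02 with #B, and ARHGAP24, above background in no RMG1 array, completed these 10. STK32B, SCGB2A1, SELENOP and MX1 were not above background with siControl, nor was SELENOP with #B or MX1 with #A. At the other end, G0S2, an inhibitor of triglyceride lipase, had a log2 ratio of -3.85 with #A and -1.73 with #B, and the chemokine CCL20 had -3.28 and -1.56. KCNMA1, the pore-forming subunit of a calcium-activated potassium channel, lay at -2.44 ± 0.58 (SD, n = 2 siRNAs). The other 7 of these 10 were TNFAIP3, PLAU, CXCL8, EDN1, ETS1, HBEGF and CPNE8 itself. Over all probes, 667 were over 1.5-fold of siControl with both siCPNE8 #A and #B and 658 were under 0.66-fold with both. Counted once per gene these were 444 (2.51%) and 478 (2.7%) of the 17687 named genes. At an adjusted p under 0.05 limma called 0 probes higher and 0 lower among the 21448 transcript probes, and at an unadjusted p under 0.05 it had 570 higher and 611 lower. Many of these probes were dim: 60% of the 667 and 68.7% of the 658 did not exceed the 95th percentile of the negative control probes (log2 7.98) in their brighter group.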

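Genes of wound repair and growth signaling that Supplementary Figure S3A names as lowered by siCPNE8 lay far below siControl in RMG1 cells. EDN1, the vasoconstrictor endothelin-1, had a mean log2 ratio of -2.48 ± 1.34 and HBEGF, a ligand of the EGF receptor, -2.36 ± 0.19 (SD, n = 2 siRNAs). PLAT, the tissue plasminogen activator, lay at -1.83 ± 0.31, CD40 at -1.81 ± 0.90, the BMP antagonist NOG at -1.78 ± 0.71, CXCL1 at -1.47 ± 0.44 and INHBB at -1.39 ± 0.43. The transcription factor ETS1 had log2 ratios of -3.08 with #A and -1.83 with #B, and IRS2, an adaptor of insulin signaling, lay at -0.99 ± 0.26. All 12 measured genes of that panel were under 0.66-fold of siControl with both siRNAs, although EREG and CIITA were above background in no array; they were picked by the study on these arrays and are not independent evidence of direction. A list of 18 measured genes of the response to wounding, taken from the study's tumor comparison in Table S7, did not pass the test (3 genes under 0.66-fold, median log2 ratio 0.03 with #A and -0.23 with #B, adjusted p = 0.246 from camera). NOG, the collagen receptor subunit ITGA2 at -1.12 with #A and -0.88 with #B and MGLL at -0.78 ± 0.18 were its 3 genes under 0.66-fold. For 24 genes of the regulation of cell proliferation from the same table, 3 were over 1.5-fold and 3 under 0.66-fold with both siRNAs (adjusted p = 0.929 from camera), and limma called DLX5, NOG and RBP4 when adjusted over the list alone. DLX5, a homeobox gene, lay at 1.66 ± 0.03, RBP4, the carrier of retinol in plasma, at 1.17 ± 0.25 and MITF at 1.00 ± 0.13. The 63 measured genes of mitosis and cell division had a median log2 ratio of -0.08, with only AURKB under 0.66-fold (adjusted p = 0.587 from camera), and the 53 genes of DNA replication had a median of 0.02 (adjusted p = 0.871).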

Notably, functional pathways associated with the response to wounding and cell proliferation were featured by the knockdown study of *CPNE8*.

Similarly, we performed microarray analysis of OVCAR3 cells transfected with siRNAs targeting *BHLHE41* and siControl to address the roles of *BHLHE41* in the pathophysiology of HGSC. 

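BHLHE41 encodes a basic helix-loop-helix transcriptional repressor of the circadian clock, and it had a log2 value of 14.51 in OVCAR3 cells transfected with siControl, 12.99 with siBHLHE41 #A and 13.63 with siBHLHE41 #B. The siRNAs left 0.35 and 0.542 of the siControl signal, a mean log2 ratio of -1.20 ± 0.45 (SD, n = 2 siRNAs), with a limma standard error of 0.34 and an adjusted p of 0.914 from limma. Its paralog BHLHE40, which represses many of the same promoters, was higher than siControl with both siRNAs at 0.96 ± 0.14, while the clock activators RORA and BMAL1 were lower at -1.27 ± 0.65 and -0.80 ± 0.16 (mean log2 ratio ± SD, n = 2 siRNAs). The 22 measured genes of the circadian clock, BHLHE41 included, had a median log2 ratio of -0.17, with 4 under 0.66-fold and 1 over 1.5-fold with both siRNAs, and did not pass the test (adjusted p = 0.0874 from camera). OVCAR3 is an established line used as a model of high-grade serous carcinoma, and 1 array was made per siRNA. The median log2 value was 7.10 with siControl, 7.16 with #A and 7.14 with #B, and 39%, 37.2% and 40.9% of the transcript probes lay above the 95th percentile of the negative control probes. The array type, the values the authors deposited and the log2 ratios were as for RMG1.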

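CCL20, CXCL8 and TNFAIP3, which NF-κB induces, were lower than siControl in OVCAR3 cells treated with either siBHLHE41 siRNA, and further below it with #B. The chemokine CCL20 had log2 ratios of -1.92 with #A and -5.03 with #B, CXCL8 had -0.56 and -4.05, and TNFAIP3 had -1.04 and -2.45. Of 173 measured genes of the TNF and NF-κB response, 79 lay below siControl with both siRNAs, 22 of them under 0.66-fold, and 3 were over 1.5-fold, and the list fell as a group (median log2 ratio -0.06 with #A and -0.17 with #B, adjusted p = 0.0169 from camera, adjusted p = 0.794 with an estimated correlation). NFKB1 itself was close to siControl at -0.06 ± 0.21, and PTX3, a soluble pattern recognition protein, lay at -2.19 ± 1.35 (mean log2 ratio ± SD, n = 2 siRNAs). Among 88 genes of IL6-JAK-STAT3 signaling, 11 were under 0.66-fold and none over 1.5-fold with both siRNAs, and the list fell with a median of -0.11 with #A and -0.27 with #B (adjusted p = 0.00212 from camera, adjusted p = 0.794 with an estimated correlation). CSF1 lay at -2.02 ± 0.67, CXCL1 at -1.61 ± 0.92 and STAT3 at -0.57 ± 0.30. Targets of MYC fell as well: 59 genes of ribosome biogenesis had a median log2 ratio of -0.23 and 41 of them lay below siControl with both siRNAs (adjusted p = 0.00163 from camera, adjusted p = 0.794 with an estimated correlation), and 174 general targets had a median of -0.11 (adjusted p = 0.011, adjusted p = 0.794 with an estimated correlation). These shifts were small, since 1 gene of the first list, PES1 of the PeBoW complex at -0.70 ± 0.03, was under 0.66-fold with both siRNAs, and of the second list MAD2L1 was under 0.66-fold at -0.70 ± 0.13 and IMPDH2 over 1.5-fold at 0.80 ± 0.13. MYC itself lay at -0.36 ± 0.01 (SD, n = 2 siRNAs). The 24 measured housekeeping genes had a median log2 ratio of -0.16 (-0.16 with #A, -0.13 with #B), at the 1.02 percentile of random lists matched on level, and did not pass the test (adjusted p = 0.105 from camera). The 178 genes of the interferon gamma response, with 12 under 0.66-fold and 4 over 1.5-fold, had a median of -0.05 and did not pass the test (adjusted p = 0.294 from camera). When adjusted over the list alone, limma called 0 genes in each of these lists, with 23 genes of the TNF and NF-κB list, 10 of IL6-JAK-STAT3, 2 of either MYC list and 13 of the interferon gamma list at an unadjusted p under 0.05. Without the #B array the adjusted p from camera was 0.157 for the TNF and NF-κB list and 0.0657 for IL6-JAK-STAT3, and without the #A array it was 0.0935 for the general MYC targets. On the basis of GSEA, the paper states that BHLHE41 knockdown modulated genes of the NF-κB and MYC pathways and of inflammatory conditions.

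**Figure D2:**
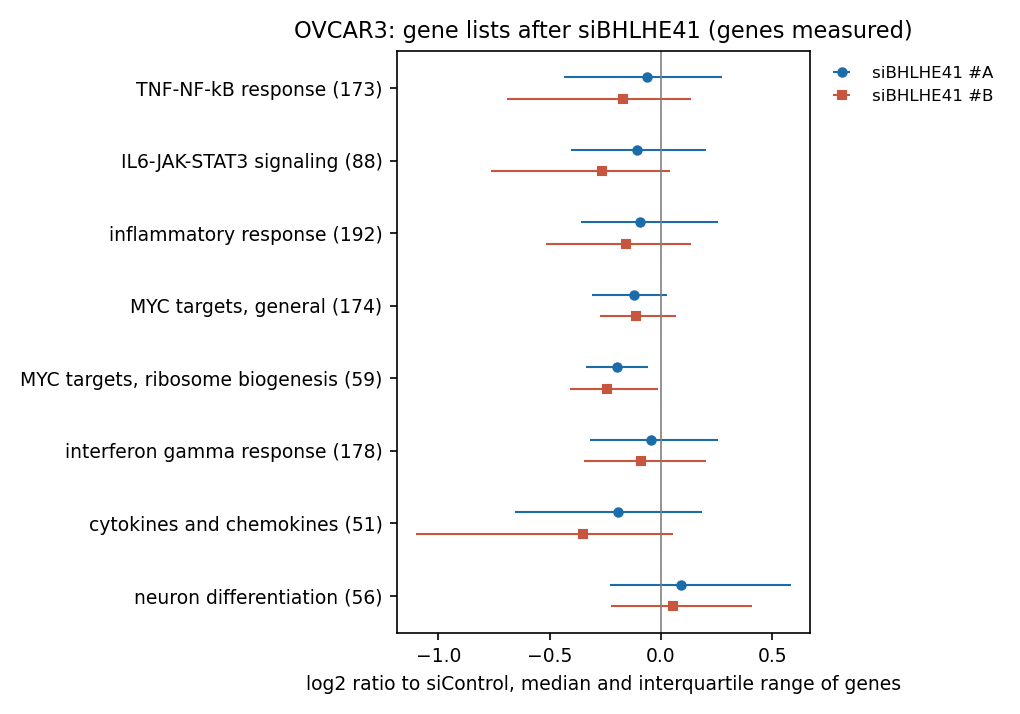
Log2 ratios to siControl in OVCAR3 cells (horizontal axis) for 8 gene lists, with the number of measured genes in brackets. Circles give the median with siBHLHE41 #A, squares the median with siBHLHE41 #B and bars the range between the quartiles of the genes: cytokines and chemokines lie at -0.19 and -0.35, and the MYC targets of ribosome biogenesis at -0.20 and -0.24.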

GSEA dissected functional pathways that were particularly repressed by *BHLHE41* siRNAs, including NF-κB signaling, IL6–JAK–STAT signaling, inflammatory response, Myc targets, and IFNγ response (Figure 5B). In addition, functional annotation analysis using DAVID Bioinformatics Tools indicated that the genes upregulated or downregulated commonly by both si*BHLHE41* #A and #B treatments depicted potential *BHLHE41*-regulated pathways in HGSC (Supplementary Figure S3B). In particular, inflammatory response and cytokine-related pathways were enriched in relation to genes downregulated by *BHLHE41* siRNAs.

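NPAS3, a neuronal transcription factor, and the endocytic receptor LRP2 were the genes furthest above siControl with both siBHLHE41 siRNAs, with mean log2 ratios of 2.47 ± 0.51 and 2.30 ± 1.47 (SD, n = 2 siRNAs). The mucin MUC15 lay at 2.25 ± 0.03, NAALADL2 at 2.24 ± 0.63, LRCH2 at 2.15 ± 0.24, EGFL6 at 2.10 ± 1.30, LYPD1 at 2.02 ± 0.42, FILIP1L at 2.00 ± 0.52 and ARHGAP24 at 1.93 ± 0.41, and the potassium channel subunit KCNE1 of the same 10 was above background in no OVCAR3 array. Of the others, NPAS3, MUC15, NAALADL2, LRCH2, EGFL6, FILIP1L and ARHGAP24 were not above background with siControl. Furthest below siControl was PI3, the elastase inhibitor elafin, with a log2 level of 15.89 with siControl and log2 ratios of -3.06 with #A and -3.91 with #B. Complement factor CFB lay at -2.62 ± 1.28, the ERK phosphatase DUSP5 at -2.25 ± 0.98 and the iron-siderophore binder LCN2 at -2.14 ± 0.05. S100A8 and S100A9, the subunits of calprotectin, had log2 ratios of -3.91 and -3.43 with #A and of -1.02 and -0.76 with #B. CCL20, PTX3, IL6 and CCL2 made up the rest of these 10. Over all probes, 772 were over 1.5-fold of siControl with both siRNAs and 563 were under 0.66-fold with both, or 541 (3.06%) and 379 (2.14%) of the named genes. No probe passed an adjusted p under 0.05 from limma, against 634 higher and 465 lower at an unadjusted p under 0.05, and the lowest adjusted p was 0.783. Of the 772 and 563 probes, 53.5% and 64.7% did not exceed the 95th percentile of the negative control probes (log2 8.17) in their brighter group.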

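IL6 had log2 ratios of -1.76 with siBHLHE41 #A and -2.62 with #B in OVCAR3 cells, and CCL2, which attracts monocytes, had -1.20 and -2.98. The cytokines and chemokines fell as a group, with 13 of 51 measured genes under 0.66-fold of siControl and none over 1.5-fold with both siRNAs and a median log2 ratio of -0.26 (adjusted p = 0.00212 from camera, adjusted p = 0.794 with an estimated correlation). Most of these 51 genes were dim: 20 exceeded the median of all values (log2 7.11) in their brighter group, and their median siControl level was 6.21, below background. Of 192 genes of the inflammatory response, 18 were under 0.66-fold and 4 over 1.5-fold with both siRNAs, and this list fell too (median log2 ratio -0.12, adjusted p = 0.0168 from camera, adjusted p = 0.794 with an estimated correlation). In both lists limma called 0 genes when adjusted over the list alone, with 10 and 16 genes at an unadjusted p under 0.05. Without the #B array the inflammatory response had an adjusted p of 0.306 from camera and the cytokines 0.0328. Supplementary Figure S3B names 9 genes in these pathways, of which 7 were measured here, and all 7 were under 0.66-fold with both siRNAs, although the study picked them on these arrays, so they are not independent evidence. Besides IL6, CCL2, CCL20 and S100A8 they were LRP8, a receptor of apolipoprotein E, at -1.74 ± 0.13, the complement receptor C5AR1 at -1.26 ± 0.01 (mean log2 ratio ± SD, n = 2 siRNAs) and IRAK2, a kinase downstream of the interleukin-1 receptor that was above background in no OVCAR3 array.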

## 3. Discussion

We performed PCA based on the expression levels of RefSeq genes in clinical ovarian specimens, which were quantified as log2RPKM values by RNA sequencing, as summarized in Figure 6. The PCA-based separation of genes specifically enriched in CCC and HGSC and subsequent functional annotation analysis provided useful information for functional pathways. We assume that the gene expression profiles unique to CCC and HGSC will help to understand the histotype-specific biology of ovarian cancer and to further develop new therapeutic options.

Similar to our study, transcriptomic analysis revealed the expression profiles of ovarian cancer subtypes. Fridley et al. performed RNA-seq to identify differentially expressed genes in HGSC, CCC, and endometrioid carcinoma (EC) [23]. In this report, increased expression levels of *FBXO8*, *RAPH1*, *CEP44*, *KIAA0513*, *FAM155A*, and *RXFP1* were found in CCC compared to HGSC, similar to our study. Zorn et al. investigated the transcriptomic expression profiles of CCC, papillary serous carcinoma, and EC using microarray analysis [24]. Notably, CCC was shown to express high levels of *ARSE* and low levels of *MEIS1*, *HDAC7*, and *PRSS1* compared to other subtypes. In addition, Schaner et al. indicated that *WT1* mRNA level was lower in clear cell carcinomas than in other ovarian epithelial cancers including serous papillary carcinoma, endometrioid carcinoma, undifferentiated carcinoma, and adenocarcinoma [25]. Immunological analysis also revealed histotype-specific markers in ovarian cancer [26]. CCCs are typically negative for WT1 and ESR1 in immunohistochemistry, whereas HGSCs are positive [26]. In the present study, the RPKM values of *WT1* and *ESR1* in CCC (3.6 ± 3.0 and 0.36 ± 0.25, respectively) were small compared to those in HGSC (92.8 ± 51.0 and 18.7 ± 9.6, respectively). CCC were also reported to be positive for HNB1 by immunohistochemistry [18,27]. In the present study, high expression levels of *HNB1* were detected in CCC (RPKM value: 61.7 ± 26.4) but not in HGSC (RPKM value: 0.48 ± 1.15). These similar gene expression patterns support our results. Moreover, the distinct regulation patterns of other genes may be caused by variables including racial differences.

Knockdown experiments showed that *CPNE8* and *BHLHE41*—the former was CCC-predominant, and the latter was HGSC-predominant in PC1 by PCA—regulate the growth of ovarian cancer cells in a histotype-preferential manner. The expression levels of these genes were validated in the Oncomine database.

*CPNE8*, which encodes Copine 8 that belongs to the Copine family, was preferentially expressed in ovarian CCC compared to HGSC. Notably, *CPNE8* knockdown substantially repressed the growth of CCC-derived RMG1 cells but not of HGSC-derived OVCAR3 cells. GSEA showed that *CPNE8* expression positively correlated with the activation of several signaling pathways including NF-kB, STAT, and hypoxic or inflammatory conditions. The Copine family members are considered to be calcium-dependent, phospholipid-binding proteins that may play roles in membrane trafficking [28,29,30]. Several studies have implicated that the Copine family contributes to oncogenesis. In breast cancer, the promoter of the *CPNE8* gene is more frequently methylated in hormone receptor-positive cancer compared with in hormone receptor-negative cancer, thus the difference of the methylation status may partly explain the correlation between *CPNE8* expression and aggressiveness of breast cancer [31]. Since the expression of estrogen and progesterone receptors is almost negative in CCC [26], the gene expression profile of CCC might exhibit a similarity with that of triple-negative breast cancer. Moreover, in basal-like breast cancer cells, *CPNE8* is upregulated by the transcription factor ΔNp63α that stimulates cell migration [32] and is also a target of the tumor suppressive miRNA miR-375 [33]. Thus, CCC may also possess similar characteristics to basal-like breast cancer. In regard to other members of the Copine family, Copine 1 abolishes NF-κB transcription by endoprotease processing of the N-terminus of p65 in human prostate cancer cells [34]. High expression of Copine 1 is also associated with cell growth and metastasis in lung adenocarcinoma [35]. Copine 3 is found as a novel player in the regulation of ErbB2-dependent cancer cell motility in breast cancer T47D cells [36]. This report also showed that Copine 3 expression is increased significantly in metastatic prostate cancer compared with normal prostate and nonmetastatic tumors and in ovarian endometrioid carcinomas compared with normal ovarian tissues. These findings suggest that the Copine family including *CPNE8* would contribute to tumorigenesis, as exemplified by ovarian CCC.

*FUT4* (fucosyltransferase 4) is reported as a biomarker for the diagnosis of breast cancer [37]. This gene is also related to epithelial–mesenchymal transition and invasion of lung cancer [38]. *RXFP1* (relaxin family peptide receptor 1) is known to have an important function in tumor growth and tissue invasion and is related to glioblastoma [39]. Additionally, relaxin is reported to promote prostate cancer progression [40]. In our study, *FUT4* and *RXFP1* were highly expressed in CCC and CCC-derived RMG1 cells. Further experiments will be required to define their functions in ovarian CCC.

*BHLHE41* (basic helix-loop-helix family member e41) is also known as *DEC2* (differentiated embryonic chondrocyte gene 2)/*SHARP1* (split and hairy-related protein 1), encodes a basic helix-loop-helix transcription factor, and is associated with the regulation of apoptosis and cell proliferation in various cancers. In the present study, GSEA revealed that *BHLHE41* knockdown modulated the expression of genes enriched in the NF-kB and MYC pathways and inflammatory conditions. *BHLHE41* was reported to have anti-apoptotic effects on paclitaxel-induced apoptosis in human breast cancer MCF-7 cells [41]. Moreover, *BHLHE41* overexpression increased the proliferation of MCF-7 cells with the upregulation of Myc expression [42]. On the other hand, some studies also reported tumor suppressive functions of *BHLHE41*. For example, *BHLHE41* suppressed tumor proliferation and metastasis by regulating ERK/NF-κB pathway in gastric cancer [43]. Another report indicated that overexpression of *BHLHE41* in endometrial cancer Ishikawa and HEC-1B cells inhibited cell migration, invasion, and metastasis by attenuating *NOTCH1* signaling [44]. Therefore, the contribution of *BHLHE41* to tumor progression remains controversial and possibly depends on the tumor origin or stage. It is reported that aberrant Myc signaling is required for carcinogenesis of fallopian tube secretory epithelial cells, which are considered as an origin of ovarian HGSC [45,46]. These findings imply that *BHLHE41* plays a promotive role in the development of ovarian HGSC, similar to breast cancer.

*NOL4L* (nucleolar protein 4 like) is also known as *C20orf112*. This gene is reported to be one of the fusion partners of *RUNX1* (runt-related transcription factor 1) in acute myeloid leukemia and of *PAX5* (paired box 5) in acute lymphoblastic leukemia; however, its precise role is still to be clarified [47,48]. *PRSS1* (serine protease 1) is a gene whose germline variants are implicated in hereditary pancreatitis and an increased risk of pancreatic ductal adenocarcinoma [49]. It is also related to pediatric cancer, such as brain tumors or Wilms tumors [50]. In the present study, both of these genes were highly expressed in HGSC and HGSC-derived OVCAR3 cells, although siRNAs targeting either of these genes did not modulate the growth of OVCAR3 cells apparently (data not shown). [51] Further study will be required to clarify their functions in ovarian HGSC.

Interestingly, adenocarcinoma-derived SKOV3 cells partially expressed both CCC- and HGSC-related markers. Although it has been used widely as an ovarian cancer model, SKOV3 cell line is now considered unsuitable as an HGSC model [52,53,54]. On the other hand, it was reported that intraperitoneal injection of SKOV3 cells into nude mice generated CCC tumors loosely adherent to the fat tissue [55]. Therefore, SKOV3 cells partially share biomarkers associated with both CCC and HGSC, suggesting undifferentiated characteristics.

As mentioned above, CCC represent only 10% of ovarian cancer in Caucasians, hence, few numbers of clinical datasets exist in public databases. Therefore, fewer molecular targets have been identified for ovarian CCC compared with HGSC. We performed a systematic gene identification for these two histotypes of Japanese ovarian cancer and showed for the first time that *CPNE8* plays oncogenic roles in ovarian CCC. This gene could be used as a biomarker and therapeutic target for CCC. We also found sets of genes that were defined as contributing genes for CCC in PC1. Additional functional analysis for these genes is necessary to reveal new targets and determine precise molecular mechanisms of ovarian CCC.

As a limitation of this study, we did not perform particular enrichment procedures such as microdissection to collect cancer tissues with increased tumor purity from ovary tumor samples. As shown in a study of tumor purity estimation in a The Cancer Genome Atlas (TCGA) pan-cancer analysis, tumor purity would have an impact on the results of omics analyses [56]. Tumor purity differences resulting from sampling variation may exceed intrinsic individual differences, thus tumor purity should be considered in future cancer-related analyses of genomic datasets. The sample size was also a limitation in this study. A future comparison study among histotypes using a larger sample size will define the precise histotype-specific regulation and function of genes in ovarian cancer. In this study, we evaluated the relevance of the genes identified from clinical sequence data in ovarian cancer cell lines. Further in vitro experiments evaluating migration and invasion abilities and therapy response would support the significance of the clinical analysis.

Taken together, the systemic identification of differentially expressed genes in CCC and HGSC will enlighten us on the differences regarding the predominant pathways in these cancers. In the present study, we systemically identified potential ovarian cancer-related genes differentially expressed in CCC and HGSC based on the PCA of gene expression levels determined by RNA sequencing. The present results will be applied to the development of potential diagnostic and therapeutic options for the disease.

## 4. Materials and Methods

### 4.1. Clinical Specimens and Cell Lines

Experiments using patient data and specimens were approved by the Saitama Medical University International Medical Center Institutional Review Board (#13-165, 7 Feb 2014). Tumor or normal specimens were available from 27 patients who underwent surgery for primary ovarian tumor with their informed consent in a previous study (#12-096, 5 Sep 2012): 6 clear cell carcinomas (CCCs), 15 high-grade serous carcinomas (HGSCs), and 6 normal tissues. All tumor specimens were obtained at surgery from newly diagnosed primary tumors without neoadjuvant chemotherapy and used for RNA extraction without selecting a particular region of the tumors. These patients included both premenopausal and menopausal women (Supplementary Table S1). Among six normal tissues, five tissues were obtained from a scrape biopsy of the contralateral unaffected ovary in patients with unilateral ovary tumor. One normal tissue was derived from the ipsilateral oviduct of a benign ovarian tumor (mucinous cyst adenoma). All of the normal samples did not include malignant lesions. The human ovarian cancer cell lines OVCAR3 and SKOV3 were grown in DMEM with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin at 37 °C under 5% CO_2_. Another human ovarian cancer cell line, RMG1, was grown in RPMI 1640 with 10% FBS and 1% penicillin/streptomycin at 37 °C under 5% CO_2_. All cell lines were authenticated by short-tandem-repeat (STR) analysis (BEX, Tokyo, Japan).

### 4.2. RNA Sequencing

RNA was extracted from fresh frozen tissues using NucleoSpin RNA (Takara, Japan). All the RNA samples were extracted with the same batch and validated as optimal samples with an RNA integrity number (RIN) value > 8.0. An RNA library was prepared by using the SureSelect Strand Specific RNA Library Prep Kit (Agilent, Palo Alto, CA, USA), and 100 bp paired-end RNA-sequencing was performed via HiSeq2500^®^ (Illumina, San Diego, CA, USA). Sequence analysis was performed in two batches, and the %PF (% clusters passing filter) values for sequence run were ranged in 94.8–95.3 for one batch (including four serous cancer samples) and 86.5–94.5 for the other batch (including the rest of the samples). As a quality control check, we performed FastQC and confirmed that all the samples exhibited good sequence quality, with mean-per-base sequence quality >26. After deleting ribosomal RNA and adapter sequence from the merged FASTQ data, sequence tags were aligned to the human genome assembly hg19, using TopHat based on the Bowtie algorithm, and the expression values were quantified as read per kilobase of transcript length per million mapped reads (RPKM) based on the RefSeq gene model. The RPKM data are provided in Supplementary Data S1.

### 4.3. siRNA and Transfection

Small interfering RNAs (siRNAs) against *CPNE8* and *BHLHE41* were synthesized or purchased commercially (Sigma-Aldrich, St Louis, MO, USA) as follows: si*CPNE8* #A, 5′-CUGAGCAGUUUCUCUCCUAUA-3′ (sense) and 5′-UAGGAGAGAAACUGCUCAGGG-3′ (antisense); si*CPNE8* #B, 5′-AUCAGAUUUAGAAAAUGUGUC-3′ (sense) and 5′-CACAUUUUCUAAAUCUGAUCC-3′ (antisense); si*BHLHE41* #A, 5′-CACGUUGCAACCUAUUCUGAA-3′ (sense) and 5′-CAGAAUAGGUUGCAACGUGAG-3′ (antisense); si*BHLHE41* #B, 5′-GCCAUCGUCAGAACUAAGUCA-3′ (sense) and 5′-ACUUAGUUCUGACGAUGGCCC-3′ (antisense). Control siRNA was purchased commercially (RNAi Inc., Japan) as follows: siControl, 5′-GUACCGCACGUCAUUCGUAUC-3′ (sense) and 5′-GAUACGAAUGACGUGCGGUAC-3′ (antisense). These siRNAs were transfected into OVCAR3, RMG1, and SKOV3 cells using Lipofectamine RNAiMax (Invitrogen, Carlsbad, CA, USA) in the absence of penicillin/streptomycin according to the manufacturer’s instruction when the cells reached 40–60% confluence. After 48 h, the cells were harvested to analyze the knockdown efficiency using qRT-PCR.

### 4.4. RNA Isolation and Quantitative RT-PCR Analysis

Total RNA was isolated from OVCAR3, RMG1, and SKOV3 cells using ISOGEN (Nippongene, Japan). One microgram of total RNA was reverse-transcribed to cDNA by SuperScript III (Invitrogen, Carlsbad, CA, USA) in a final volume of 20 μL. Then, 0.067 μL of cDNA was used to perform quantitative PCR reactions with KAPA SYBR^®^ FAST ABI Prism^®^ (Kapa Biosystems, Foster City, CA, USA) on Step One Plus (Applied Biosystems, Foster City, CA, USA). *GAPDH* was used as the normalization control. The primers are shown in Supplementary Table S2.

### 4.5. Cell Proliferation Assay

Cell proliferation was estimated by a DNA assay. In brief, OVCAR3, RMG1, and SKOV3 cells plated onto 96-well plates were transfected with siRNAs and then incubated for 4 days. A DNA assay was performed using the fluorochrome Hoechst 33258 to quantify cellular DNA content in 96-well tissue cultures plates [57]. Five replicate wells (*n* = 5) were used for the cell proliferation assay. Fluorescence intensity was measured using an ARVO microplate reader (PerkinElmer, Foster City, CA, USA).

### 4.6. Microarray Analysis

RMG1 cells were transfected with si*CPNE8* #A and #B and siControl. OVCAR3 cells were transfected with si*BHLHE41* #A and #B and siControl. Total RNA was isolated from these cells using ISOGEN and subjected to microarray analysis using Affymetrix GeneChip (Clariom S Array). The microarray data were deposited in Gene Expression Omnibus under accession number GSE125542. A global analysis of gene expression, differentially expressed genes in pathways, and clusters of functionally related genes was performed using the DAVID Bioinformatics Resources 6.7 (https://david-d.ncifcrf.gov/summary.jsp) and Gene Set Enrichment Analysis (GSEA) (http://software.broadinstitute.org/gsea/index.jsp).

### 4.7. Principal Component Analysis

PCA was performed with R-package 3.2.2 (available from www.Bioconductor.org) using RPKM values of RefSeq genes. Correlating ratios of principal component 1 and 2 (PC1 and PC2) were calculated. Functional annotation and pathway enrichment analysis were performed with DAVID Bioinformatics Resources 6.7 (available from https://david-d.ncifcrf.gov/) using about 500–1000 genes, which showed >0.8 or <-0.8 of correlation coefficient value to PC1.

### 4.8. Statistical Analysis

For comparison of the RPKM values (or expression levels) between CCC and HGSC shown in Figure 2, unpaired Student’s *t*-test was performed, and the genes satisfying the criterion of false discovery rate (FDR) 5% were considered to be significant. One-way analysis of variance (ANOVA) was used with Tukey’s honestly significant difference (HSD) test for multiple comparisons in experiments using three cell lines (Figure 3 and Figure 4).

### 4.9. Validation of Gene Expression Levels

Gene expression levels were validated on the basis of the online database Oncomine (https://www.oncomine.org/).

### 4.10. Data Availability Statement

The microarray data have been deposited in Gene Expression Omnibus under accession number GSE125542.

## Figures and Tables

**Figure 1:**
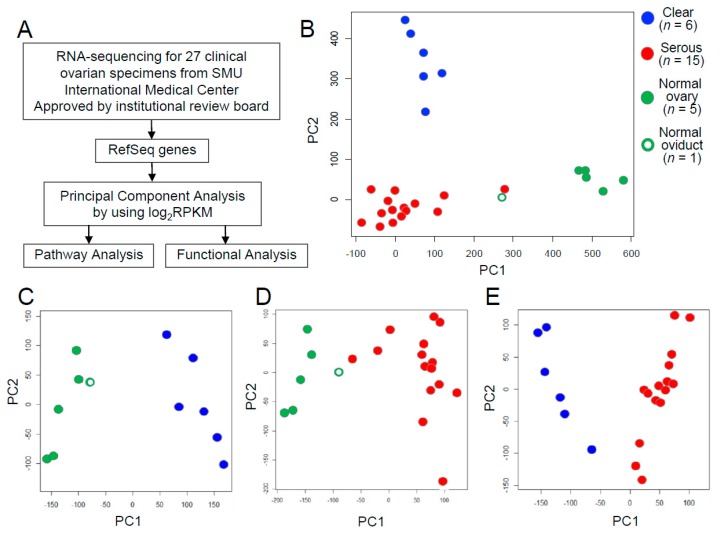
Principal component analysis (PCA) using log_2_ read per kilobase of transcript length per million mapped reads (RPKM) of RefSeq genes showed transcriptomic differences among pathological groups. (**A**) Schematic presentation of transcriptomic and functional analysis of ovarian cancer performed in this study. Briefly, RNAs were isolated from 27 clinical ovarian specimens and analyzed by RNA sequencing. Based on the log2RPKM values for each RefSeq gene, PCA using log2RPKM of Refseq genes was performed. Then, functional analysis using small interfering RNA (siRNA) was also performed. (**B**) Plot of the first two components from PCA of the log2RPKM of RefSeq genes. The prcomp function of R-package was used for the PCA of clear cell carcinoma (CCC) (*n* = 6), high-grade serous carcinoma (HGSC) (*n* = 15), and normal tissues (*n* = 6). PC1, 1st principal component; PC2, 2nd principal component. (**C**) Plot of the first two components of the CCC and normal tissue groups. (**D**) Plot of the first two components of the HGSC and normal tissue groups. (**E**) Plot of the first two components of the CCC and HGSC groups. CCC and HGSC are indicated by blue and red solid circles, respectively. Normal tissues are indicated by green circles, with the solid ones representing normal ovary tissues and the open ones representing normal oviduct tissue.

**Figure 2:**
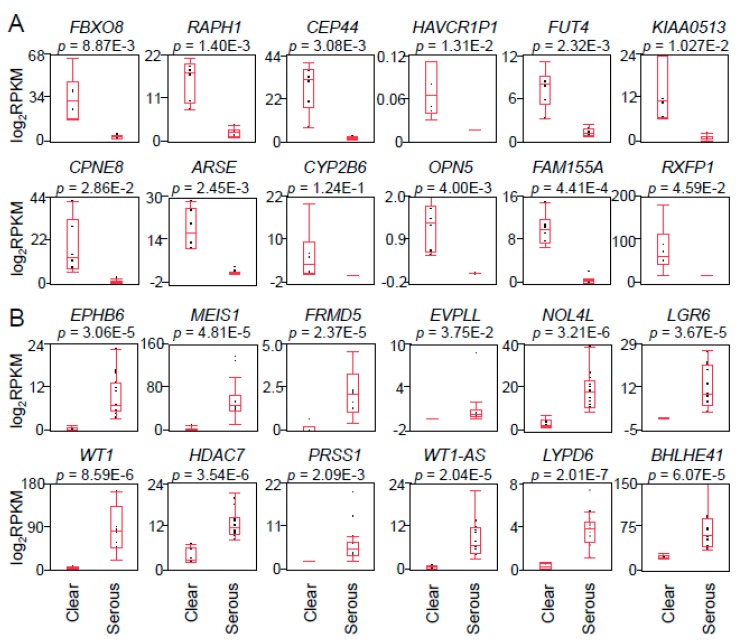
Expression levels of genes contributing to the first principal component of PCA in CCC and HGSC. (**A**) Expression levels (log2RPKM) of the top 12 genes contributing to PC1 negative in Figure 1E were collected from RNA-sequencing data. The box plot was created by the statistical analysis software JMP. Higher expression levels were shown in CCC compared with HGSC. (**B**) Expression levels (log2RPKM) of the top 12 genes contributing to PC1 positive in Figure 1E were collected from RNA-sequencing data. Higher expression levels were shown in HGSC compared with CCC. Results are shown as means ± SD. Statistical analysis was performed using Student’s *t* test followed by FDR (5%) analysis.

**Figure 3:**
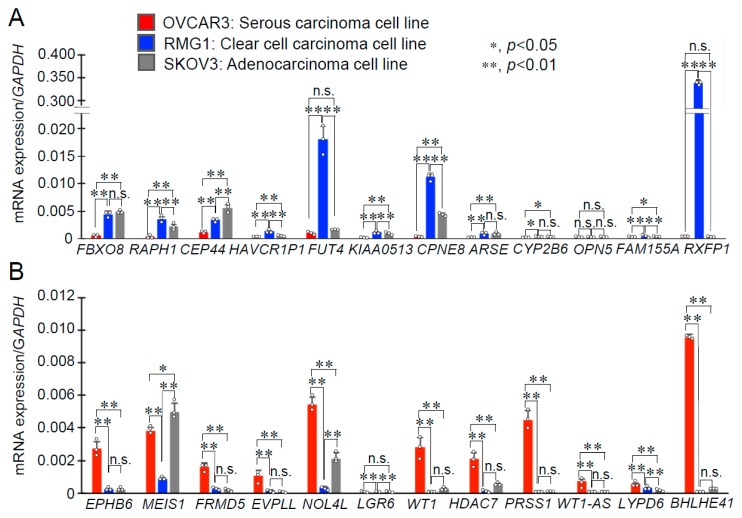
mRNA expression of *CPNE8* and *BHLHE41* in ovarian cancer cell lines. (**A**) The expression levels of the top 12 genes that separated CCC from HGSC (PC1 negativity in Figure 1E) were examined in HGSC-derived OVCAR3, CCC-derived RMG1, and adenocarcinoma-derived SKOV3 cells by qRT-PCR. (**B**) The expression levels of the top 12 genes that separated HGSC from CCC (PC1 positivity in Figure 1E) were examined in OVCAR3, RMG1, and SKOV3 cells by qRT-PCR. Relative mRNA levels are expressed as means ± SD (*n* = 3), by normalizing to *GAPDH* level. Row data are plotted with circles; *, *p* < 0.05; **, *p* < 0.01, using one-way ANOVA with Tukey’s HSD test; n.s., not significant.

**Figure 4:**
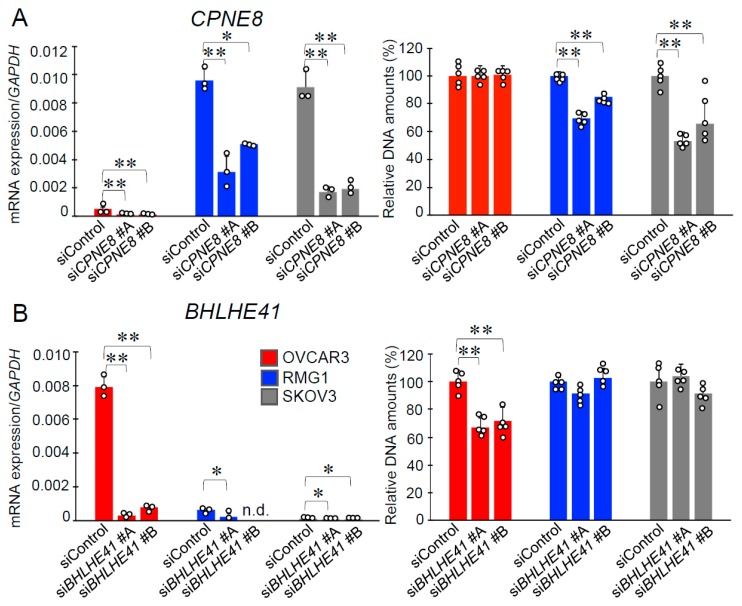
Growth inhibitory effects of siRNAs targeting *CPNE8* and *BHLHE41* in ovarian cancer cells. (**A**) The knockdown efficiency of *CPNE8*-specific siRNAs (si*CPNE8* #A and #B) was examined in OVCAR3, RMG1 and, SKOV3 cells (*n* = 3, left panel). A DNA assay was performed to assess cell growth 4 days after si*CPNE8* #A, #B, or control siRNA (siControl) transfection (*n* = 5, right panel). (**B**) The knockdown efficiency of *BHLHE41*-specific siRNAs (si*BHLHE41* #A and #B) (*n* = 3, left panel) and its effect on cell growth (*n* = 5, right panel) were examined as in (A). Row data are indicated by circles. Results are shown as means ± SD; *, *p* < 0.05; **, *p* < 0.01, using one-way ANOVA with Tukey’s HSD test; n.d., not detected.

**Figure 5:**
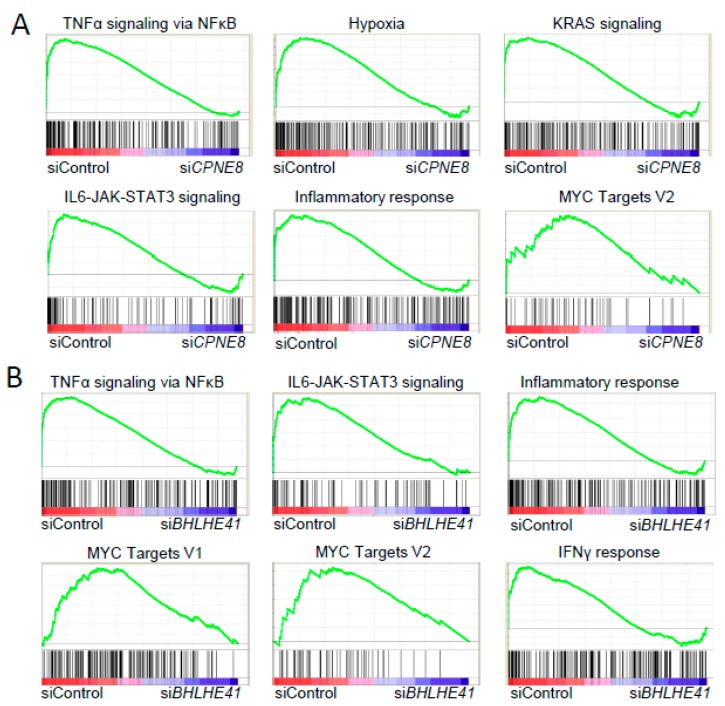
Enriched pathways observed with siRNAs targeting *CPNE8* and *BHLHE41*. (**A**) Gene Set Enrichment Analysis (GSEA) enrichment plot of microarray analysis of RMG1 cells in siControl versus *CPNE8*-specific siRNAs. (**B**) GSEA enrichment plot of microarray analysis of OVCAR3 cells in siControl versus *BHLHE41*-specific siRNAs. The X and Y axes represent “rank in ordered dataset” and “enrichment score”, respectively.

**Figure 6:**
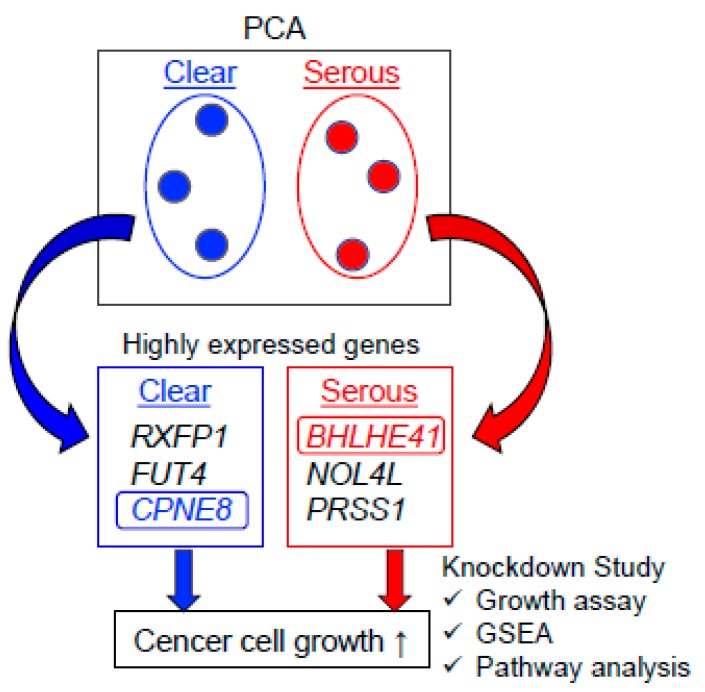
Schema of the present study. PCA based on mRNA levels analyzed by RNA sequencing was conducted in CCC and HGSC groups. The top three most highly expressed genes were chosen from the genes contributing to the first principal component of PCA in CCC and HGSC. Knockdown experiments for the selected genes showed that *CPNE8* and *BHLHE41* promoted the proliferation of CCC- and HGSC-derived cells, respectively. Functional enrichment and pathway analyses also showed that these two genes were related to cancer cell growth signaling.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/18/4330/s1.

# Supplementary material for: Systematic Identification of Characteristic Genes of Ovarian Clear Cell Carcinoma Compared with High-Grade Serous Carcinoma Based on RNA-Sequencing
**Source:** Int J Mol Sci. 2019 Sep 4;20(18):4330. doi: 10.3390/ijms20184330
**Supplement:** Supplementary file 1

Supporting Information

Systematic identification of characteristic genes of ovarian clear cell carcinoma compared with high-grade serous carcinoma based on RNA-sequencing

Saya Nagasawa, Kazuhiro Ikeda, Kuniko Horie-Inoue, Sho Sato, Atsuo Itakura, Satoru Takeda, Kosei Hasegawa, Satoshi Inoue

Supplementary Table S1. Clinicopathological characteristics of 21 ovarian cancers and 6 normal tissues

Supplementary Table S2. Sequence of primers for qRT-PCR

Supplementary Table S3. Top 10 pathways enriched in clear cell carcinoma *versus* normal tissues

Supplementary Table S4. Top 10 pathways enriched in normal tissues *versus* clear cell carcinoma

Supplementary Table S5. Top 10 pathways enriched in high-grade serous carcinoma *versus* normal tissues

Supplementary Table S6. Top 10 pathways enriched in normal tissues *versus* high-grade serous carcinoma

Supplementary Table S7. Top 10 pathways enriched in clear cell carcinoma *versus* high-grade serous carcinoma

Supplementary Table S8. Top 10 pathways enriched in high-grade serous carcinoma *versus* clear cell carcinoma

Supplementary Figure S1. Pathway enrichment analysis using PC1-contributing genes in PCA.

Supplementary Figure S2. Gene expression levels of *CPNE8* and *BHLHE41* based on Oncomine.

Supplementary Figure S3. Up- and down-regulated pathway genes by siRNAs targeting *CPNE8* and *BHLHE41*.

Supplementary Table S1. Clinicopathological characteristics of 21 ovarian cancers and 6 normal tissues

Characteristics	Ovarian cancer subtype or normal tissue		
	Clear cell	High-grade serous	Normal tissue*
Total cases	6	15	6
Patient age			
Average	57.5	60.3	53.7
Median	59.5	61.0	53
Range	50-63	40-80	41-66
Menopause			
Premenopause	1	3	3
Menopause	5	12	3
FIGO Stage			
I, II	3	0	
III, IV	3	15	

* Among 6 normal tissues, 5 tissues were obtained from scrape biopsy of the contralateral unaffected ovary in patients with unilateral ovary tumor and one normal tissue was derived from ipsilateral oviduct of benign ovarian tumor (mucinous cyst adenoma).

Supplementary Table S2. Sequence of primers for qRT-PCR

Target Gene	Forward Primer	Reverse Primer
<i>EPHB6</i>	ATCCAGCTCCTTCAGCAACAC	GAGTCACGGGTATCGTCATTCTC
<i>MEIS1</i>	GCACACTGAGTCTTAGCGTTTCTG	CAACTGGGCTTGGCGTTATT
<i>FRMD5</i>	GAGCTGTTACATCTCCATCATG	GAACGCACTGGTGTGGAATG
<i>EVPLL</i>	GAGGACTACAGCCGGATTCTGT	CCAGAAATCCCCTTCATGCA
<i>NOL4L</i>	GGCAAGAGCGTAGGTTCAATGT	AGGCCCAATGGACTTTAACAAC
<i>LGR6</i>	TGTGGTAGGTGCGATTGCA	GGGCATCGACTGAGGCTAGA
<i>WT1</i>	ACAGGGTACGAGAGCGATAACC	CCGTGCGTGTGTATTCTGTATTG
<i>HDAC7</i>	CAAGAGCAAGCGAAGTGCTGTA	TTCAGAATCACCTCCGCTAGCT
<i>PRSS1</i>	TTCTGTGTGGGCTTCCTTGAG	CACAGGGCCACCAGAATCA
<i>WT1-AS</i>	GAACCACCGATTGGCAAAGA	CCTCAGTTTCCTTCTCTGTAAAACG
<i>LYPD6</i>	TCTCAGTCACCAAACGCTGTGT	GAGTCTCTGCAGCCAGTGGATA
<i>BHLHE41</i>	TAACCGCCTTAACCGAGCAA	TCAGAGATCGCTCCCCATTTC
<i>FBXO8</i>	CCATCTTGTCTACCTGAATGCA	TCGCAAGGTCCTGCCAAA
<i>RAPH1</i>	AGGGCAGGCTGTGTCAAAGT	GTTTGAATGGTGACAGGATGCA
<i>CEP44</i>	GGTGCTCCGCTTGCTAAATT	CTGCTGGGTCTCCCTTTATCAA
<i>HAVCR1P1</i>	CTGGAATAGAGGCGCACGTT	GGGTTCCATTGGTCCAGACA
<i>FUT4</i>	TGAGACGGAGTCTTGCACTGTAG	GAGGTTGCAGTGAGCCAAGAT
<i>KIAA0513</i>	TCTTAGGATGCAGCCGTCTCA	GACGCAGCTGGGAAAAAGTG
<i>CPNE8</i>	CAATATGGACAGCCGCTACAAC	GCGCTCAGCTGGTTCAAGTC
<i>ARSE</i>	AGGGAAGCTCACACACCTGATAC	CGAAAGGGCTGACCAGATGA
<i>CYP2B6</i>	ATGGAAACCGCTGGAAGGT	GCTTTCCCATCCCGAAGTC
<i>OPN5</i>	GTGAAAGCTGGCCTGAAAAGC	GAGTGTAGCTGCTCCAGTCAGAGA
<i>FAM155A</i>	GGCTCAGAAATGGCGACTGT	GTGATCAGAGAGCAGGACTGTGA
<i>RXFP1</i>	GCCTCAGCTCCTGCACTGTAA	TGTTGTCTCCACAGTTGTCCTCAT

Supplementary Table S3. Top 10 pathways enriched in clear cell carcinoma *versus* normal tissues

GO Term	Count	P value	Genes
Cell cycle phase	86	8.67E-33	<i>KIF23, E2F1, KIFC1, KIF22, XRCC2, PRC1, KNTC1, PKMYT1, TTK, AURKA, AURKB, PTTG1, CD2AP, GTSE1, FAM83D, CUL2, ACVR1B, KIF2C, CCNE1, CDCA8, CDKN2A, CDCA2, TUBG1, FANCA, CCNA2, CDCA5, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, KIF15, CCNF, TPX2, MND1, ESPL1, PBK, TACC3, NCAPD3, RAD51, MAD2L1, TIMELESS, SPAG5, FANCD2, ZWINT, BUB1B, USH1C, KPNA2, BLM, NEK2, USP9X, ANLN, CHEK1, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, OVOL1, BUB1, SKA3, SKA1, ERCC6L, TRIP13, EXO1, MKI67, KIF18A, NUF2, BRCA2, CENPF, CDC20, CENPE, NDC80, BIRC5, SIRT7, CDKN3, RAD54L, SMC4, CCNB1, CCNB2, PLK1, CKS2, RAD54B, CIT, DNM2</i>
M phase	76	4.02E-32	<i>KIF23, KIFC1, KIF22, XRCC2, PRC1, KNTC1, PKMYT1, TTK, AURKA, AURKB, PTTG1, CD2AP, FAM83D, KIF2C, CDCA8, CDCA2, TUBG1, FANCA, CCNA2, CDCA5, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF, KIF15, TPX2, MND1, ESPL1, PBK, TACC3, NCAPD3, RAD51, MAD2L1, TIMELESS, SPAG5, FANCD2, ZWINT, BUB1B, KPNA2, NEK2, USP9X, ANLN, CHEK1, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, OVOL1, BUB1, SKA3, SKA1, ERCC6L, TRIP13, EXO1, MKI67, KIF18A, NUF2, BRCA2, CENPF, CDC20, BIRC5, NDC80, CENPE, SIRT7, RAD54L, SMC4, CCNB1, CCNB2, PLK1, CKS2, RAD54B, CIT</i>
Cell cycle	118	9.59E-32	<i>KIFC1, XRCC2, PRC1, DTYMK, KNTC1, PKMYT1, TTK, AURKA, AURKB, PTTG1, CD2AP, CUL2, CDCA8, CDKN2A, CDCA2, TUBG1, CCNA2, CDCA5, ASPM, CDCA3, SGOL1, MND1, ESPL1, TACC3, NCAPD3, ESCO2, PPP1CA, UHRF1, KRT18, MAD2L1, TIMELESS, SPAG5, PSMA5, ZWINT, PSMA3, BLM, PKHD1, NEK2, CHEK1, ANLN, CALR, LLGL2, SPC25, NCAPG2, PSMB3, OVOL1, SKA3, SKA1, ERCC6L, CKAP2, MKI67, NUF2, BRCA2, CDC20, NDC80, RAD54L, BRCA1, PSMC4, PLK1, RAD54B, CHAF1A, KIF23, E2F1, KIF22, E2F7, GTSE1, CDT1, FAM83D, CCNE1, ACVR1B, KIF2C, FANCI, PSMD6, ARHGAP8, FANCA, PSMD8, CDK1, CDC6, KIF11, CCNF, KIF15, TPX2, PBK, CDK7, MCM2, CDK5, RAD51, FANCD2, USH1C, BUB1B, PSME3, KPNA2, USP9X, FOXM1, CEP55, NCAPH, NCAPG, HJURP, BUB1, TRIP13, EXO1, KIF18A, CENPF, BIRC5, CENPE, SIRT7, RACGAP1, CDKN3, GSG2, SMC4, CCNB1, PSMD14, CCNB2, PSMD12, PTP4A1, CKS2, CIT, DNM2</i>
Mitotic cell cycle	80	1.02E-31	<i>KIF23, E2F1, KIFC1, KIF22, PRC1, KNTC1, PKMYT1, TTK, AURKA, AURKB, PTTG1, CD2AP, GTSE1, FAM83D, CUL2, ACVR1B, KIF2C, CCNE1, CDCA8, CDKN2A, CDCA2, PSMD6, CDCA5, CCNA2, ASPM, PSMD8, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF,</i>

			<i>KIF15, TPX2, ESPL1, PBK, NCAPD3, MAD2L1, TIMELESS, SPAG5, PSMA5, ZWINT, PSMA3, BUB1B, USH1C, PSME3, KPNA2, BLM, NEK2, USP9X, ANLN, CHEK1, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, PSMB3, BUB1, SKA3, SKA1, ERCC6L, KIF18A, NUF2, CENPF, CDC20, CENPE, BIRC5, NDC80, SIRT7, CDKN3, SMC4, CCNB1, PSMD14, CCNB2, PSMD12, PSMC4, PLK1, CIT, DNM2</i>
Cell cycle process	98	8.99E-31	<i>E2F1, KIF23, KIF22, KIFC1, XRCC2, PRC1, KNTC1, TTK, PKMYT1, AURKA, AURKB, PTTG1, CD2AP, GTSE1, FAM83D, KIF2C, ACVR1B, CCNE1, CUL2, CDCA8, CDKN2A, CDCA2, TUBG1, PSMD6, FANCA, CDCA5, CCNA2, ASPM, PSMD8, CDCA3, CDC6, CDK1 KIF11, SGOL1, KIF15, CCNF, TPX2, MND1, ESPL1, PBK, TACC3, NCAPD3, RAD51, MAD2L1, TIMELESS, SPAG5, FANCD2, PSMA5, ZWINT, PSMA3, USH1C, BUB1B, PSME3, KPNA2, BLM, NEK2, USP9X, CHEK1, ANLN, CEP55, CALR, SPC25, NCAPH, NCAPG2, NCAPG, PSMB3, OVOL1, BUB1, SKA3, SKA1, ERCC6L, TRIP13, EXO1, MKI67, KIF18A, NUF2, CENPF, BRCA2, CENPE, BIRC5, NDC80, CDC20, SIRT7, RACGAP1, CDKN3, RAD54L, BRCA1, SMC4, CCNB1, PSMD14, CCNB2, PSMC4, PSMD12, PLK1, CKS2, RAD54B, CIT, DNM2</i>
M phase of mitotic cell cycle	57	2.64E-26	<i>KIF23, KIF22, KIFC1, KNTC1, PKMYT1, AURKA, PTTG1, AURKB, CD2AP, FAM83D, KIF2C, CDCA8, CDCA2, CDCA5, CCNA2, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF, KIF15, TPX2, ESPL1, PBK, NCAPD3, MAD2L1, TIMELESS, SPAG5, ZWINT, BUB1B, NEK2, USP9X, ANLN, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, BUB1, SKA3, SKA1, ERCC6L, KIF18A, NUF2, CENPF, CDC20, BIRC5, NDC80, CENPE, SIRT7, SMC4, CCNB1, CCNB2, PLK1, CIT</i>
Nuclear division	56	7.49E-26	<i>KIF23, KIF22, KIFC1, KNTC1, PKMYT1, AURKA, PTTG1, AURKB, CD2AP, FAM83D, KIF2C, CDCA8, CDCA2, CDCA5, CCNA2, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF, KIF15, TPX2, ESPL1, PBK, NCAPD3, MAD2L1, TIMELESS, SPAG5, ZWINT, BUB1B, NEK2, USP9X, ANLN, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, BUB1, SKA3, SKA1, ERCC6L, KIF18A, NUF2, CENPF, BIRC5, NDC80, CENPE, CDC20, SMC4, CCNB1, CCNB2, PLK1, CIT</i>
Mitosis	56	7.49E-26	<i>KIF23, KIF22, KIFC1, KNTC1, PKMYT1, AURKA, PTTG1, AURKB, CD2AP, FAM83D, KIF2C, CDCA8, CDCA2, CDCA5, CCNA2, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF, KIF15, TPX2, ESPL1, PBK, NCAPD3, MAD2L1, TIMELESS, SPAG5, ZWINT, BUB1B, NEK2, USP9X, ANLN, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, BUB1, SKA3, SKA1, ERCC6L, KIF18A, NUF2, CENPF, BIRC5, NDC80, CENPE, CDC20, SMC4, CCNB1, CCNB2, PLK1, CIT</i>

Organelle<br>fission	57	8.75E-26	<i>KIF23, KIF22, KIFC1, KNTC1, PKMYT1, AURKA, PTTG1, AURKB, CD2AP, FAM83D, KIF2C, CDCA8, CDCA2, CDCA5, CCNA2, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF, KIF15, TPX2, ESPL1, PBK, NCAPD3, MAD2L1, TIMELESS, SPAG5, ZWINT, BUB1B, NEK2, USP9X, ANLN, CEP55, SPC25, NCAPH, NCAPG, NCAPG2, BUB1, SKA3, SKA1, ERCC6L, KIF18A, NUF2, CENPF, CDC20, BIRC5, NDC80, CENPE, SMC4, CCNB1, CCNB2, PLK1, BAX, CIT</i>
Cell division	61	4.44E-23	<i>KIF23, KIFC1, PRC1, KNTC1, PTTG1, AURKB, CD2AP, FAM83D, TOP1, CCNE1, CDCA8, CDKN2A, CDCA2, CDCA5, CCNA2, ASPM, CDCA3, CDC6, CDK1, KIF11, SGOL1, CCNF, ESPL1, CDK7, CDK5, NCAPD3, PPP1CA, MAD2L1, TIMELESS, SPAG5, ZWINT, BUB1B, PKHD1, NEK2, USP9X, ANLN, CEP55, LLGL2, SPC25, NCAPH, NCAPG, NCAPG2, BUB1, SKA3, SKA1, ERCC6L, NUF2, CENPF, BRCA2, CDC20, BIRC5, NDC80, CENPE, RACGAP1, SMC4, CCNB1, CCNB2, PLK1, ANXA11, CKS2, CIT</i>

Supplementary Table S4. Top 10 pathways enriched in normal tissues *versus* clear cell carcinoma

GO Term	Count	P value	Genes
Transcription	181	4.42E-16	MEF2C, THRA, TCEAL6, ZNF781, BBX, APOBEC3G, TCEAL7, TCEAL2, TCEAL1, TCEAL4, FOXO6, ZXDA, GTF2IRD2B, TCEAL3, HOXC6, PGR, ZFP92, EPC2, ZNF181, CRY2, CGGBP1, GATA6, ZFP90, PSIP1, ZNF442, ZNF397, ZNF395, RARA, ATOH8, SAP30L, FOXO3B, ZNF575, TWIST2, GABPB2, ZNF43, ZNF641, ZNF594, RCOR3, RXRA, ZHX1, MECP2, GTF2IRD2, HMG20A, ARID1B, TRERF1, PROX1, FOXN3, PRDM8, PTRF, ZNF197, PRDM5, ZNF383, PRDM2, TGFB1I1, ZIM2, CRT3, ZNF519, TSHZ3, EID1, TSHZ2, ZNF430, ZNF132, TADA3, ZNF514, WT1, ZNF512, NR2C2, ARNT, HTATSF1, TFDP2, TEF, ZNF425, ZNF599, MAML3, TCF4, ASF1A, ZNF70, ASXL3, ZNF529, TAF3, SMAD9, KLF12, SMAD5, TAF7, ZNF621, ZNF521, KLF15, MED13L, ZNF835, FOXP1, SALL2, CSRNP3, PHF1, DMTF1, EBF1, ATF7, ZIK1, KLF2, POU6F1, ZNF83, ZBTB33, BACH2, ELF2, ZNF532, EID2B, ZEB2, GLI2, GLI3, KCNIP3, MAX, ZNF738, HSF2, ANG, CCDC101, ZNF540, ZNF496, ZNF493, NR2F1, ZBTB22, SOX10, AR, ELP2, ZNF280D, FOXJ2, POLR1E, SPEN, ZFP28, ZNF333, ZNF688, NRIP2, PURA, ZMIZ1, ASH1L, ZNF711, ZFPM2, JMJD1C, ZNF33B, ZNF483, SUPT3H, ZNF275, NDN, SCML1, NFIX, ZBTB16, PRDM16, CALCOCO1, HIC1, ZNF660, NPAS3, TSPYL2, NR1D1, HAND2, NR1D2, ZNF708, ZNF286A, PER3, BAZ2B, CHD5, MAF, KAT2B, TBX3, AFF3, ZNF25, SNAI2, ZNF358, ZNF662, ATXN3, PHF19, BNC2, ZNF862, SP4, PHF21A, MAMLD1, DENND4A, ZBTB2, PBX1, PAPOLG, NFIC, APBB1, NFIA, NFIB
Regulation of transcription	204	5.25E-14	MEF2C, ZNF781, BBX, GTF2IRD2B, ZFP92, PGR, EPC2, CRY2, ZFP90, ZNF397, ZNF395, RARA, SAP30L,

FOXO3B, TIGD7, TWIST2, ZNF43, ZNF641, RCOR3,
 RXRA, ZHX1, MECP2, HMG20A, PROX1, PRDM8, PTRF,
 PRDM5, ZNF383, PRDM2, TGFB1I1, ZIM2, CRTC3,
 ZNF519, ZNF132, TADA3, AFAP1L2, ZNF514, ZNF512,
 JRK, HTATSF1, MAML3, TCF4, ZNF70, TCF23, BMP4,
 ASXL3, ZNF529, SMAD9, KLF12, ZNF621, SMAD5,
 ZNF521, KLF15, SFMBT2, CSRNP3, DMTF1, ZIK1, KLF2,
 ENG, ZBTB33, BACH2, ELF2, ZNF532, EID2B, ZEB2,
 GLI2, GLI3, KCNIP3, PBXIP1, ZNF738, HSF2, ZNF540,
 ZNF496, ZNF493, CSDC2, NR2F1, ZBTB22, AR, SPEN,
 ZNF333, ZNF688, ASH1L, ZNF33B, ZNF483, ZNF275,
 SCML1, ZBTB16, ZNF660, NR1D1, NR1D2, CSDE1,
 ZNF286A, PER3, BAZ2B, TBX3, ZNF25, AFF3, SNAI2,
 ZNF358, ZNF662, PKNOX2, PHF19, ZNF862, BNC2,
 PHF21A, ZBTB2, PBX1, APBB1, THRA, CCDC85B,
 TCEAL6, TCEAL7, TCEAL2, TCEAL1, TCEAL4, FOXO6,
 ZXDA, TCEAL3, HOXC6, ZNF181, GATA6, CGGBP1,
 PSIP1, ZNF442, ATOH8, ZNF575, GABPB2, ZNF594,
 SATB1, GTF2IRD2, ARID1B, TRERF1, FOXN3, KRBA2,
 ZNF197, EID1, TSHZ3, TSHZ2, ZNF430, NR2C2, WT1,
 ARNT, MEIS2, TEF, TFDP2, ZNF425, ZNF599, ASF1A,
 TAF3, RFX7, TAF7, LMCD1, MED13L, ZNF835, FOXP1,
 SALL2, PHF1, ATF7, EBF1, ABL1, POU6F1, ZNF83,
 PDCC4, MAX, CCDC101, SOX15, SOX10, ELP2, FOXJ2,
 ZNF280D, LDB1, ZFP28, NRIP2, PURA, ZMIZ1, ZNF711,
 ZFPM2, JMJD1C, MAPRE3, SUPT3H, NDN, NFIX,
 HCFC2, PRDM16, CALCOCO1, HIC1, TSC22D3, RGMB,
 TSPYL2, NPAS3, HAND2, ZNF708, CHD5, MAF, KAT2B,
 ATXN3, SP4, MAMLD1, DENND4A, JAK2, ID3, NFIC,
 NFIA, NFIB

DNA binding

179

4.65E-11

MEF2C, THRA, ZNF781, BBX, H1FX, RFXAP, TCEAL1,
 FOXO6, ZXDA, GTF2IRD2B, HOXC6, PGR, ZFP92,
 ZNF181, CGGBP1, GATA6, ZFP90, PSIP1, ZNF442,
 ZNF397, ZNF395, RARA, ATOH8, FOXO3B, ZNF575,

			<i>TIGD7, TWIST2, ZNF43, SATB1, ZNF641, ZNF594, RCOR3, RXRA, ZHX1, MECP2, GTF2IRD2, HMG20A, ARID1B, TRERF1, PROX1, FOXN3, PRDM8, KRBA2, ZNF197, PRDM5, ZNF383, PRDM2, ZIM2, ZNF519, TSHZ3, TSHZ2, ZNF430, ZNF132, TADA3, CXXC4, ZNF514, WT1, ZNF512, NR2C2, ARNT, JRK, RPS27, MEIS2, TFDP2, TEF, ZNF425, ZNF599, TCF4, ZNF70, ZNF529, TAF3, SMAD9, SETDB2, SMG6, KLF12, RFX7, SMAD5, TAF7, ZNF621, ZNF521, KLF15, ZNF835, FOXP1, ATM, SALL2, CSRNP3, PHF1, DMTF1, EBF1, ATF7, ZIK1, KLF2, ABL1, PRKRIR, NYNRIN, POU6F1, ZNF83, ZBTB33, BACH2, ELF2, ZNF532, HP1BP3, ZEB2, GLI2, GLI3, KCNIP3, MAX, ZNF738, HSF2, ANG, SETMAR, ZNF540, SOX15, ZNF496, ZNF493, CSDC2, NR2F1, ZBTB22, SOX10, AR, ELP2, ZNF280D, FOXJ2, POLR1E, LDB1, SPEN, ZFP28, ZNF333, ZNF688, PURA, ASH1L, ZNF711, ZFPM2, ZNF33B, ZNF483, SUPT3H, ZNF275, NDN, SCML1, ABI2, NFIX, ZBTB16, PRDM16, HIC1, ZNF660, ZFP36L2, TSC22D3, NPAS3, TSPYL2, NR1D1, HAND2, NR1D2, SOS1, ZNF708, CSDE1, ZNF286A, BAZ2B, CHD5, MAF, PDS5B, TBX3, AFF3, ZNF25, SNAI2, ZNF358, ZNF662, TRIM21, PKNOX2, BNC2, SP4, ZRANB2, PHF21A, DENND4A, ZBTB2, PBX1, OGG1, NFIC, NFIA, NFIB</i>
Regulation of transcription,<br>DNA-dependent	142	4.35E-10	<i>MEF2C, THRA, TCEAL1, FOXO6, PGR, ZFP92, HOXC6, ZNF181, GATA6, ZFP90, ZNF397, ZNF442, ZNF395, RARA, FOXO3B, TWIST2, ZNF43, ZNF641, SATB1, RXRA, ZHX1, MECP2, HMG20A, ARID1B, PROX1, TRERF1, FOXN3, KRBA2, ZNF197, ZNF383, PRDM2, TGFB1I1, ZIM2, ZNF519, TSHZ3, EID1, ZNF430, TSHZ2, ZNF132, TADA3, AFAP1L2, ZNF514, WT1, NR2C2, ARNT, MEIS2, HTATSF1, TFDP2, TEF, ZNF425, ZNF599, MAML3, TCF4, ASF1A, ZNF70, BMP4, ZNF529, SMAD9, KLF12, RFX7, SMAD5, TAF7, ZNF621, LMCD1, KLF15,</i>

			<i>MED13L, FOXP1, SALL2, CSRNP3, DMTF1, EBF1, ATF7, ZIK1, ABL1, ENG, POU6F1, ZNF83, BACH2, ELF2, ZEB2, GLI2, KCNIP3, ZNF738, HSF2, ZNF540, SOX15, ZNF496, ZNF493, NR2F1, CSDC2, SOX10, ELP2, AR, FOXJ2, LDB1, SPEN, ZFP28, ZNF333, ZNF688, NRIP2, PURA, ZMIZ1, ZFPM2, JMJD1C, ZNF33B, ZNF483, MAPRE3, SUPT3H, ZNF275, NDN, HCFC2, NFIX, ZBTB16, PRDM16, CALCOCO1, HIC1, TSC22D3, NPAS3, NR1D1, HAND2, NR1D2, ZNF708, CSDE1, ZNF286A, PER3, MAF, KAT2B, TBX3, ZNF25, SNAI2, ZNF662, PKNOX2, ZNF862, SP4, PHF21A, DENND4A, PBX1, ID3, NFIC, APBB1, NFIA, NFIB</i>
Regulation of RNA metabolic process	144	5.52E-10	<i>MEF2C, THRA, TCEAL1, FOXO6, PGR, ZFP92, HOXC6, ZNF181, GATA6, ZFP90, ZNF397, ZNF442, ZNF395, RARA, FOXO3B, TWIST2, ZNF43, ZNF641, SATB1, RXRA, ZHX1, MECP2, HMG20A, ARID1B, PROX1, TRERF1, FOXN3, KRBA2, CELF6, ZNF197, ZNF383, PRDM2, TGFB1I1, ZIM2, ZNF519, TSHZ3, EID1, ZNF430, TSHZ2, ZNF132, TADA3, AFAP1L2, ZNF514, WT1, NR2C2, ARNT, MEIS2, HTATSF1, TFDP2, TEF, ZNF425, ZNF599, MAML3, TCF4, ASF1A, ZNF70, BMP4, ZNF529, SMAD9, KLF12, RFX7, SMAD5, TAF7, ZNF621, LMCD1, KLF15, MED13L, FOXP1, SALL2, CSRNP3, DMTF1, EBF1, ATF7, ZIK1, ABL1, ENG, POU6F1, ZNF83, BACH2, ELF2, ZEB2, GLI2, KCNIP3, ZNF738, HSF2, ZNF540, SOX15, ZNF496, ZNF493, NR2F1, CSDC2, SOX10, ELP2, AR, FOXJ2, LDB1, SPEN, ZFP28, ZNF333, ZNF688, NRIP2, PURA, ZMIZ1, ZFPM2, JMJD1C, ZNF33B, ZNF483, MAPRE3, SUPT3H, ZNF275, NDN, HCFC2, NFIX, ZBTB16, PRDM16, CALCOCO1, HIC1, ZFP36L2, TSC22D3, NPAS3, NR1D1, HAND2, NR1D2, ZNF708, CSDE1, ZNF286A, PER3, MAF, KAT2B, TBX3, ZNF25, SNAI2, ZNF662, PKNOX2, ZNF862, SP4, PHF21A, DENND4A, PBX1, ID3, NFIC, APBB1, NFIA,</i>

<i>NFIB</i>			
Metal ion binding	271	2.05E-09	<i>ADCY2, LTBP3, ATP1B2, SCN3B, LTBP4, SNCA, ZNF781, SYT9, GTF2IRD2B, FAH, ZFP92, PGR, ZFP90, CCBE1, ZNF397, RARA, ZNF395, SCD5, CDH23, ZNF43, MATN2, NUDT16, ZNF641, CGRRF1, RXRA, ZHX1, F8, NUDT10, NUDT11, LPCAT2, PRDM8, PGM5, PRDM5, ZNF383, RYR2, NEK9, PRDM2, TGFB1I1, ADAMTS3, ADD1, ZIM2, ZNF519, ZNF132, NEK1, CACNB2, CACNB3, ZNF514, ZNF512, RPS27, CDADC1, FAHD2B, ZNF70, TRPC1, ASXL3, ZC3H13, ZNF529, CYP46A1, KLF12, PCDH10, ZNF621, SMYD4, ZNF521, KLF15, PCDH19, PRPSAP2, PCDH18, KCNJ8, HEBP1, SYTL4, ZIK1, HEPH, KLF2, PRKRIR, ZBTB33, ZCCHC24, CACHD1, PCDHA3, ZNF532, SOBP, ZEB2, GLI2, KCNIP2, GLI3, VILL, KCNIP3, SLC23A2, ZNF540, ZNF496, MBLAC2, ZNF493, NR2F1, ZBTB22, AR, PCDH11X, PCDHB4, ZNF333, ZNF688, PJA2, ZDHHC15, PJA1, NAALAD2, ZDHHC17, MAST2, ASH1L, EGFL8, ZNF33B, ZNF483, PLA2G5, ZNF275, SCAPER, PCDHB15, ZBTB16, DCHS1, PLCL2, ZNF660, CYB561D2, ZFP36L2, PLCL1, NR1D1, MORC3, DGKD, NR1D2, FAT4, HAAO, SLC4A8, ZNF286A, BAZ2B, RASA4, DTNA, CCNB1IP1, RBM20, MEX3B, ZNF25, PDZRN3, SNAI2, TRIM23, ZNF662, ZNF358, TRIM21, LRP1, PHF19, PLSCR4, FYN, BNC2, SVIL, ZNF862, PHF21A, CHN2, ZBTB2, LRP4, THRA, ZAK, APOBEC3G, TRIM52, ZXDA, ZNF181, GATA6, RNF38, ZNF442, ZNF575, RNF146, NMNAT3, ZNF594, PCDHGA11, GTF2IRD2, CDO1, TRERF1, PLCE1, KCNT2, RASGRF2, ZNF197, MFAP4, DST, SLC40A1, PRPS1, ME1, TSHZ3, TSHZ2, ZNF430, CXXC4, EXTL2, ZC3H6, NR2C2, WT1, TRIM68, TTYH2, SRR, ZNF425, ZNF599, UNKL, CACNA2D1, SETDB2, TAF3, SMG6, SYT11, LMCD1, ZNF835, TRIM61, FOXP1, EPS15, SALL2, PHF2, PHF1, ATF7, EBF1, MTR, ANTXR2, RHBDL3, ABL1,</i>

			ZNF83, CLSTN2, PCDHGA8, ZCWPW2, PCDHGA7, ZCWPW1, PCDHGA6, PCDHGA5, PCDHGA3, PCDHGA2, PCDHGA1, TRIM4, OSR2, ANG, SETMAR, ATP8B2, ANO6, CDK15, ZNF280D, WBSCR17, PCDH9, PCDHGB6, PFKM, NRXN1, ZFP28, PCDHGB2, PCDHGB5, PCDHGB4, ZMIZ1, ZNF711, ZFPM2, JMJD1C, PRNP, PROS1, CYP2U1, LOC375196, FKBP7, PCDHGC5, PCDHGC4, PCDHGC3, PRDM16, NAALADL1, HIC1, CPZ, ANXA6, SMOC2, AGAP11, ZNF708, ZC3H12B, ZNF609, PLCD1, EHD2, CHD5, HRC, WDFY2, B3GALT2, CYP21A2, DTX3, FAM188A, MAN1C1, SP4, ZRANB2, BMPR1B, ATP8A1
Ion binding	276	2.35E-09	ADCY2, LTBP3, ATP1B2, SCN3B, LTBP4, SNCA, ZNF781, SYT9, GTF2IRD2B, FAH, ZFP92, PGR, ZFP90, CCBE1, ZNF397, RARA, ZNF395, SCD5, CDH23, ZNF43, MATN2, NUDT16, ZNF641, CGRRF1, RXRA, ZHX1, F8, NUDT10, NUDT11, LPCAT2, PRDM8, PGM5, PRDM5, RYR2, ZNF383, NEK9, PRDM2, TGFB1I1, ADAMTS3, ADD1, ZIM2, ZNF519, ZNF132, NEK1, CACNB2, CACNB3, ZNF514, ZNF512, RPS27, CDADC1, FAHD2B, ZNF70, TRPC1, ASXL3, ZC3H13, ZNF529, CYP46A1, KLF12, PCDH10, ZNF621, SMYD4, ZNF521, KLF15, PCDH19, PRPSAP2, PCDH18, KCNJ8, HEBP1, SYTL4, ZIK1, HEPH, KLF2, CLCN6, PRKRIR, ZBTB33, ZCCHC24, CACHD1, PCDHA3, ZNF532, SOBP, ZEB2, GLI2, KCNIP2, GLI3, VILL, KCNIP3, SLC23A2, ZNF540, ZNF496, MBLAC2, ZNF493, NR2F1, ZBTB22, AR, PCDH11X, PCDHB4, CLIC2, ZNF333, ZNF688, PJA2, ZDHHC15, PJA1, NAALAD2, ZDHHC17, MAST2, ASH1L, GLRA4, EGFL8, ZNF33B, ZNF483, PLA2G5, ZNF275, SCAPER, PCDHB15, ZBTB16, DCHS1, PLCL2, ZNF660, CYB561D2, ZFP36L2, PLCL1, NR1D1, MORC3, DGKD, NR1D2, FAT4, HAAO, SLC4A8, ZNF286A, BAZ2B, RASA4, DTNA, CCNB1IP1, RBM20, MEX3B, ZNF25, PDZRN3, SNAI2,

			<i>TRIM23, ZNF662, ZNF358, TRIM21, LRP1, PHF19, PLSCR4, FYN, BNC2, SVIL, ZNF862, PHF21A, CHN2, ZBTB2, LRP4, THRA, ZAK, APOBEC3G, TRIM52, ZXDA, ZNF181, GATA6, RNF38, ZNF442, ZNF575, RNF146, NMNAT3, ZNF594, PCDHGA11, GTF2IRD2, CDO1, TRERF1, PLCE1, KCNT2, RASGRF2, ZNF197, MFAP4, DST, SLC40A1, PRPS1, ME1, FXYD1, TSHZ3, TSHZ2, ZNF430, CXXC4, HEXDC, EXTL2, ZC3H6, NR2C2, WT1, TRIM68, TTYH2, SRR, ZNF425, ZNF599, UNKL, CACNA2D1, SETDB2, TAF3, SMG6, SYT11, LMCD1, ZNF835, TRIM61, FOXP1, EPS15, SALL2, PHF2, PHF1, ATF7, EBF1, MTR, ANTXR2, RHBDL3, ABL1, ZNF83, CLSTN2, PCDHGA8, ZCWPW2, PCDHGA7, ZCWPW1, PCDHGA6, PCDHGA5, PCDHGA3, PCDHGA2, PCDHGA1, TRIM4, OSR2, ANG, SETMAR, ATP8B2, ANO6, CDK15, ZNF280D, WBSCR17, PCDH9, PCDHGB6, PFKM, NRXN1, ZFP28, PCDHGB2, PCDHGB5, PCDHGB4, ZMIZ1, ZNF711, ZFPM2, JMJD1C, PRNP, PROS1, CYP2U1, LOC375196, FKBP7, PCDHGC5, PCDHGC4, PCDHGC3, PRDM16, NAALADL1, HIC1, CPZ, ANXA6, SMOC2, AGAP11, ZNF708, ZC3H12B, ZNF609, PLCD1, EHD2, CHD5, HRC, WDFY2, B3GALT2, CYP21A2, DTX3, FAM188A, MAN1C1, SP4, ZRANB2, BMPR1B, ATP8A1</i>
Homophilic cell adhesion	26	2.79E-09	<i>CLSTN2, PCDHA3, PCDHGA8, PCDHB15, PCDHGC5, PCDHGA7, PCDHGC4, PCDHGA6, PCDHGA5, PCDHGC3, PCDHGA3, PCDHGA2, DCHS1, PCDHGA1, FAT4, ROBO1, CDH23, PCDHGA11, PCDH11X, PCDHB4, PCDH10, PCDH9, PCDHGB6, PCDHGB2, PCDH19, PCDHGB5, PCDH18, PCDHGB4</i>
Cation binding	272	3.50E-09	<i>ADCY2, LTBP3, ATP1B2, SCN3B, LTBP4, SNCA, ZNF781, SYT9, GTF2IRD2B, FAH, ZFP92, PGR, ZFP90, CCBE1, ZNF397, RARA, ZNF395, SCD5, CDH23, ZNF43, MATN2, NUDT16, ZNF641, CGRRF1, RXRA, ZHX1, F8,</i>

NUDT10, NUDT11, LPCAT2, PRDM8, PGM5, PRDM5,
ZNF383, RYR2, NEK9, PRDM2, TGFB1I1, ADAMTS3,
ADD1, ZIM2, ZNF519, ZNF132, NEK1, CACNB2,
CACNB3, ZNF514, ZNF512, RPS27, CDADC1, FAHD2B,
ZNF70, TRPC1, ASXL3, ZC3H13, ZNF529, CYP46A1,
KLF12, PCDH10, ZNF621, SMYD4, ZNF521, KLF15,
PCDH19, PRPSAP2, PCDH18, KCNJ8, HEBP1, SYTL4,
ZIK1, HEPH, KLF2, PRKRIR, ZBTB33, ZCCHC24,
CACHD1, PCDHA3, ZNF532, SOBP, ZEB2, GLI2, KCNIP2,
GLI3, VILL, KCNIP3, SLC23A2, ZNF540, ZNF496,
MBLAC2, ZNF493, NR2F1, ZBTB22, AR, PCDH11X,
PCDHB4, ZNF333, ZNF688, PJA2, ZDHHC15, PJA1,
NAALAD2, ZDHHC17, MAST2, ASH1L, EGFL8, ZNF33B,
ZNF483, PLA2G5, ZNF275, SCAPER, PCDHB15, ZBTB16,
DCHS1, PLCL2, ZNF660, CYB561D2, ZFP36L2, PLCL1,
NR1D1, MORC3, DGKD, NR1D2, FAT4, HAAO, SLC4A8,
ZNF286A, BAZ2B, RASA4, DTNA, CCNB1IP1, RBM20,
MEX3B, ZNF25, PDZRN3, SNAI2, TRIM23, ZNF662,
ZNF358, TRIM21, LRP1, PHF19, PLSCR4, FYN, BNC2,
SVIL, ZNF862, PHF21A, CHN2, ZBTB2, LRP4, THRA,
ZAK, APOBEC3G, TRIM52, ZXDA, ZNF181, GATA6,
RNF38, ZNF442, ZNF575, RNF146, NMNAT3, ZNF594,
PCDHGA11, GTF2IRD2, CDO1, TRERF1, PLCE1, KCNT2,
RASGRF2, ZNF197, MFAP4, DST, SLC40A1, PRPS1,
ME1, TSHZ3, TSHZ2, ZNF430, CXXC4, HEXDC, EXTL2,
ZC3H6, NR2C2, WT1, TRIM68, TTYH2, SRR, ZNF425,
ZNF599, UNKL, CACNA2D1, SETDB2, TAF3, SMG6,
SYT11, LMCD1, ZNF835, TRIM61, FOXP1, EPS15,
SALL2, PHF2, PHF1, ATF7, EBF1, MTR, ANTXR2,
RHBDL3, ABL1, ZNF83, CLSTN2, PCDHGA8, ZCWPW2,
PCDHGA7, ZCWPW1, PCDHGA6, PCDHGA5, PCDHGA3,
PCDHGA2, PCDHGA1, TRIM4, OSR2, ANG, SETMAR,
ATP8B2, ANO6, CDK15, ZNF280D, WBSCR17, PCDH9,
PCDHGB6, PFKM, NRXN1, ZFP28, PCDHGB2,

			<i>PCDHGB5, PCDHGB4, ZMIZ1, ZNF711, ZFPM2, JMJD1C, PRNP, PROS1, CYP2U1, LOC375196, FKBP7, PCDHGC5, PCDHGC4, PCDHGC3, PRDM16, NAALADL1, HIC1, CPZ, ANXA6, SMOC2, AGAP11, ZNF708, ZC3H12B, ZNF609, PLCD1, EHD2, CHD5, HRC, WDFY2, B3GALT2, CYP21A2, DTX3, FAM188A, MAN1C1, SP4, ZRANB2, BMPR1B, ATP8A1</i>
Transcription factor activity	85	1.30E-07	<i>MEF2C, POU6F1, ZNF83, BACH2, ELF2, THRA, ZEB2, GLI2, RFXAP, GLI3, TCEAL1, FOXO6, ZXDA, HOXC6, PGR, MAX, HSF2, GATA6, ZNF397, SOX15, RARA, FOXO3B, ZNF496, TWIST2, NR2F1, SOX10, SATB1, AR, FOXJ2, RXRA, ZHX1, HMG20A, SPEN, PROX1, TRERF1, FOXN3, PURA, ZNF197, PRDM2, ZNF33B, ZNF483, ZIM2, TSHZ3, TSHZ2, ZNF132, TADA3, SCML1, NFIX, ZBTB16, NR2C2, WT1, ARNT, HIC1, ZFP36L2, TSC22D3, MEIS2, NR1D1, NR1D2, HAND2, TFDP2, TEF, TCF4, ZNF70, MAF, SMAD9, TBX3, KLF12, SMAD5, TAF7, KLF15, FOXP1, PKNOX2, SALL2, CSRNP3, PHF1, DMTF1, ATF7, SP4, EBF1, ZRANB2, PBX1, KLF2, NFIC, NFIA, NFIB</i>

Supplementary Table S5. Top 10 pathways enriched in high-grade serous carcinoma *versus* normal tissues

GO Term	Count	P value	Genes
M phase	50	1.10E-46	<i>KIF23, KIF22, KIFC1, XRCC2, PRC1, NEK2, TTK, AURKA, PTTG1, AURKB, CEP55, FAM83D, KIF2C, SPC25, NCAPH, CDCA8, DDX11, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, TRIP13, CDK1, KIF11, MKI67, SGOL1, KIF15, CCNF, TPX2, NUF2, KIF18A, CDC20, BIRC5, NDC80, ESPL1, TACC3, RAD54L, NCAPD2, RAD51, MAD2L1, CCNB2, PLK1, CKS2, BUB1B, CIT, KPNA2</i>
Cell cycle phase	52	2.08E-44	<i>KIF23, KIFC1, KIF22, XRCC2, PRC1, TTK, AURKA, AURKB, PTTG1, GTSE1, FAM83D, KIF2C, CDCA8, DDX11, CDCA5, ASPM, CDCA3, CDK1, KIF11, CCNF, KIF15, SGOL1, TPX2, ESPL1, TACC3, RAD51, NCAPD2, MAD2L1, BUB1B, KPNA2, BLM, NEK2, CEP55, SPC25, NCAPH, NCAPG, BUB1, SKA3, SKA1, TRIP13, ERCC6L, MKI67, KIF18A, NUF2, NDC80, BIRC5, CDC20, RAD54L, CCNB2, PLK1, CKS2, CIT</i>
Cell cycle	63	1.84E-43	<i>KIF23, KIF22, KIFC1, E2F3, XRCC2, PRC1, E2F7, TTK, AURKA, PTTG1, AURKB, GTSE1, FAM83D, KIF2C, CDCA8, DDX11, FANCI, CDCA5, ASPM, CDCA3, CDK1, KIF11, SGOL1, CCNF, KIF15, TPX2, ESPL1, TACC3, NCAPD2, RAD51, KRT18, MAD2L1, BUB1B, KPNA2, CKS1B, BLM, NEK2, FOXM1, CEP55, LLGL2, SPC25, NCAPH, NCAPG, HJURP, BUB1, SKA3, SKA1, ERCC6L, TRIP13, PARD6B, MKI67, PSRC1, KIF18A, NUF2, CDC20, BIRC5, NDC80, RACGAP1, RAD54L, CCNB2, PLK1, CKS2, CIT</i>
Mitosis	40	8.58E-40	<i>KIF23, KIF22, KIFC1, NEK2, AURKA, PTTG1, CEP55, AURKB, FAM83D, KIF2C, SPC25, NCAPH, CDCA8, DDX11, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, CDK1, KIF11, SGOL1, KIF15, CCNF, TPX2, NUF2, KIF18A, CDC20, BIRC5, NDC80, ESPL1,</i>

			<i>NCAPD2, MAD2L1, CCNB2, PLK1, BUB1B, CIT</i>
Nuclear division	40	8.58E-40	<i>KIF23, KIF22, KIFC1, NEK2, AURKA, PTTG1, CEP55, AURKB, FAM83D, KIF2C, SPC25, NCAPH, CDCA8, DDX11, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, CDK1, KIF11, SGOL1, KIF15, CCNF, TPX2, NUF2, KIF18A, CDC20, BIRC5, NDC80, ESPL1, NCAPD2, MAD2L1, CCNB2, PLK1, BUB1B, CIT</i>
M phase of mitotic cell cycle	40	1.81E-39	<i>KIF23, KIF22, KIFC1, NEK2, AURKA, PTTG1, CEP55, AURKB, FAM83D, KIF2C, SPC25, NCAPH, CDCA8, DDX11, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, CDK1, KIF11, SGOL1, KIF15, CCNF, TPX2, NUF2, KIF18A, CDC20, BIRC5, NDC80, ESPL1, NCAPD2, MAD2L1, CCNB2, PLK1, BUB1B, CIT</i>
Organelle fission	40	4.49E-39	<i>KIF23, KIF22, KIFC1, NEK2, AURKA, PTTG1, CEP55, AURKB, FAM83D, KIF2C, SPC25, NCAPH, CDCA8, DDX11, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, CDK1, KIF11, SGOL1, KIF15, CCNF, TPX2, NUF2, KIF18A, CDC20, BIRC5, NDC80, ESPL1, NCAPD2, MAD2L1, CCNB2, PLK1, BUB1B, CIT</i>
Cell cycle process	53	9.36E-39	<i>KIF23, KIFC1, KIF22, XRCC2, PRC1, TTK, AURKA, AURKB, PTTG1, GTSE1, FAM83D, KIF2C, CDCA8, DDX11, CDCA5, ASPM, CDCA3, CDK1, KIF11, CCNF, KIF15, SGOL1, TPX2, ESPL1, TACC3, RAD51, NCAPD2, MAD2L1, BUB1B, KPNA2, BLM, NEK2, CEP55, SPC25, NCAPH, NCAPG, BUB1, SKA3, SKA1, TRIP13, ERCC6L, MKI67, KIF18A, NUF2, NDC80, BIRC5, CDC20, RACGAP1, RAD54L, CCNB2, PLK1, CKS2, CIT</i>
Mitotic cell cycle	45	3.16E-37	<i>KIF23, KIF22, KIFC1, PRC1, BLM, NEK2, TTK, AURKA, PTTG1, CEP55, AURKB, GTSE1, FAM83D, KIF2C, SPC25, NCAPH, CDCA8, DDX11, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, CDK1, KIF11, SGOL1, KIF15, CCNF, TPX2, NUF2, KIF18A, CDC20, BIRC5, NDC80, ESPL1, NCAPD2, MAD2L1,</i>

			<i>CCNB2, PLK1, BUB1B, CIT, KPNA2</i>
Cell division	39	2.87E-33	<i>KIF23, CKS1B, KIFC1, PRC1, NEK2, PTTG1, CEP55, AURKB, LLGL2, FAM83D, SPC25, NCAPH, CDCA8, NCAPG, BUB1, SKA3, SKA1, CDCA5, ASPM, ERCC6L, CDCA3, PARD6B, CDK1, KIF11, SGOL1, CCNF, NUF2, CDC20, BIRC5, NDC80, ESPL1, RACGAP1, NCAPD2, MAD2L1, CCNB2, PLK1, CKS2, BUB1B, CIT</i>

Supplementary Table S6. Top 10 pathways enriched in normal tissues *versus* high-grade serous carcinoma

GO Term	Count	P value	Genes
Blood vessel development	10	4.25E-05	<i>RECK, CAV1, ANG, HAND2, LEPR, CCBE1, RHOB, NR2F2,</i>
Vasculature development	10	5.13E-05	<i>RECK, CAV1, ANG, HAND2, LEPR, CCBE1, RHOB, NR2F2,</i>
Blood vessel morphogenesis	9	9.29E-05	<i>CAV1, ANG, HAND2, LEPR, CCBE1, RHOB, NR2F2, FGF2,</i>
Muscle organ development	9	9.29E-05	<i>LAMA2, POU6F1, CAV1, SVIL, MRAS, CACNA1H, CACNB</i>
Angiogenesis	7	5.10E-04	<i>ANG, HAND2, LEPR, CCBE1, RHOB, FGF2, ENG</i>
Chondroitin sulfate<br>biosynthetic process	3	1.25E-03	<i>CSGALNACT1, CHST7, CHST3</i>
Chondroitin sulfate<br>proteoglycan biosynthetic<br>process	3	2.42E-03	<i>CSGALNACT1, CHST7, CHST3</i>
Chondroitin sulfate metabolic<br>process	3	3.95E-03	<i>CSGALNACT1, CHST7, CHST3</i>
Negative regulation of cellular<br>biosynthetic process	11	4.72E-03	<i>CAV1, TSPYL2, ANG, PPARG, ZEB2, NR2F2, FGF2, ENG,</i>
Extracellular structure<br>organization	6	5.06E-03	<i>CSGALNACT1, RECK, PDGFRA, CACNB2, ECM2, ENG</i>

Supplementary Table S7. Top 10 pathways enriched in clear cell carcinoma *versus* high-grade serous carcinoma

GO Term	Count	P value	Genes
Wound healing	14	1.51E-06	<i>KNG1, B4GALT1, GNA13, NOG, ITGA2, FGG, HIF1A, HNF4A, FGA, FGB, F3, F2, IGFBP1, PAPSS2</i>
Regulation of cell proliferation	29	1.53E-06	<i>RBP4, NOG, FGFR4, IGFBP7, MITF, PNP, ITCH, ASPH, LAMB1, THPO, B4GALT1, HYAL1, COL4A3, TESC, HCLS1, ITGA2, GJB6, PTHLH, CDKN1A, CTH, HIF1A, HNF4A, COG8, SSTR1, DLX5, F3, SCIN, LAMC1, TOB2</i>
Coagulation	10	8.10E-06	<i>GNA13, KNG1, FGG, HNF4A, FGA, FGB, F3, F2, ITGA2, PAPSS2</i>
Blood coagulation	10	8.10E-06	<i>GNA13, KNG1, FGG, HNF4A, FGA, FGB, F3, F2, ITGA2, PAPSS2</i>
Hemostasis	10	1.29E-05	<i>GNA13, KNG1, FGG, HNF4A, FGA, FGB, F3, F2, ITGA2, PAPSS2</i>
Negative regulation of cell proliferation	17	2.43E-05	<i>B4GALT1, RBP4, COL4A3, HYAL1, TESC, NOG, IGFBP7, GJB6, PTHLH, CTH, CDKN1A, HNF4A, SSTR1, SCIN, ASPH, ITCH, TOB2</i>
Regulation of body fluid levels	10	1.06E-04	<i>GNA13, KNG1, FGG, HNF4A, FGA, FGB, F3, F2, ITGA2, PAPSS2</i>
Response to wounding	19	2.34E-04	<i>B4GALT1, GNA13, KNG1, NOG, ITGA2, FGG, HIF1A, FGA, HNF4A, FGB, F3, F2, MGLL, RTN4RL2, LBP, IGFBP1, ITCH, PAPSS2, BLNK</i>
Cell surface binding	5	6.47E-04	<i>FGG, FGA, FGB, F3, LBP</i>
Platelet activation	5	7.98E-04	<i>GNA13, FGG, FGA, FGB, F2</i>

Supplementary Table S8. Top 10 pathways enriched in high-grade serous carcinoma *versus* clear cell carcinoma

GO Term	Count	P value	Genes
Transcription	27	9.17E-04	<i>ZNF519, ZNF827, CTCFL, NFIX, MEIS1, TCF7L2, FOXO6, WT1, ZNF512, ZFP92, NPAS3, PPP1R1B, PER3, BHLHE41, BAZ2B, PHOX2A, SSBP3, KLF12, ESR1, SPEN, ZNF334, EYA2, CDCA7L, PBX1, ZNF99, HDAC7, NFIB</i>
Regulation of transcription	31	1.05E-03	<i>ZNF519, CRABP2, ZNF827, CTCFL, NFIX, MEIS1, TCF7L2, WT1, ZNF512, FOXO6, ZFP92, NPAS3, PER3, BAZ2B, BHLHE41, PHOX2A, SSBP3, KLF12, EMX2, ESR1, SPEN, ABCG4, ZNF334, PRKCQ, EYA2, CDCA7L, PBX1, LRCH4, ZNF99, HDAC7, NFIB</i>
DNA binding	26	1.83E-03	<i>ZNF519, ZNF827, ABI2, CTCFL, NFIX, MEIS1, TCF7L2, WT1, ZNF512, FOXO6, ZFP92, NPAS3, BHLHE41, BAZ2B, PHOX2A, SSBP3, KLF12, CBL, EMX2, ESR1, SPEN, ZNF334, H2AFY2, PBX1, ZNF99, NFIB</i>
Neuron differentiation	10	2.50E-03	<i>PHOX2A, PRKCQ, GPC2, RET, DRD2, CLIC5, EMX2, NTNG1, ABI2, IGSF9</i>
Transcription regulator activity	19	3.17E-03	<i>PHOX2A, CUTA, SSBP3, KLF12, CBL, EMX2, ESR1, CTCFL, NFIX, SPEN, MEIS1, TCF7L2, FOXO6, WT1, NPAS3, PBX1, LRCH4, BHLHE41, NFIB</i>
Embryonic morphogenesis	8	4.34E-03	<i>RET, EYA2, CLIC5, VANGL2, CRABP2, AMOT, PBX1, TCF7L2</i>
Transcription factor activity	14	5.08E-03	<i>PHOX2A, KLF12, EMX2, CBL, ESR1, NFIX, SPEN, TCF7L2, MEIS1, FOXO6, WT1, PBX1, BHLHE41, NFIB</i>
Regulation of RNA metabolic process	21	1.45E-02	<i>PHOX2A, ZNF519, KLF12, CRABP2, EMX2, ESR1, NFIX, SPEN, MEIS1, TCF7L2, FOXO6, WT1, ZNF334, ZFP92, NPAS3, RBM38, PBX1, PER3, BHLHE41, ZNF99, NFIB</i>
Epithelium development	6	1.77E-02	<i>RET, VANGL2, TGM1, PBX1, CDSN, WT1</i>
Regulation of transcription, DNA-dependent	20	2.28E-02	<i>PHOX2A, ZNF519, KLF12, CRABP2, EMX2, ESR1, NFIX, SPEN, MEIS1, TCF7L2, FOXO6, WT1, ZNF334, ZFP92, NPAS3, PBX1, PER3, BHLHE41, ZNF99, NFIB</i>

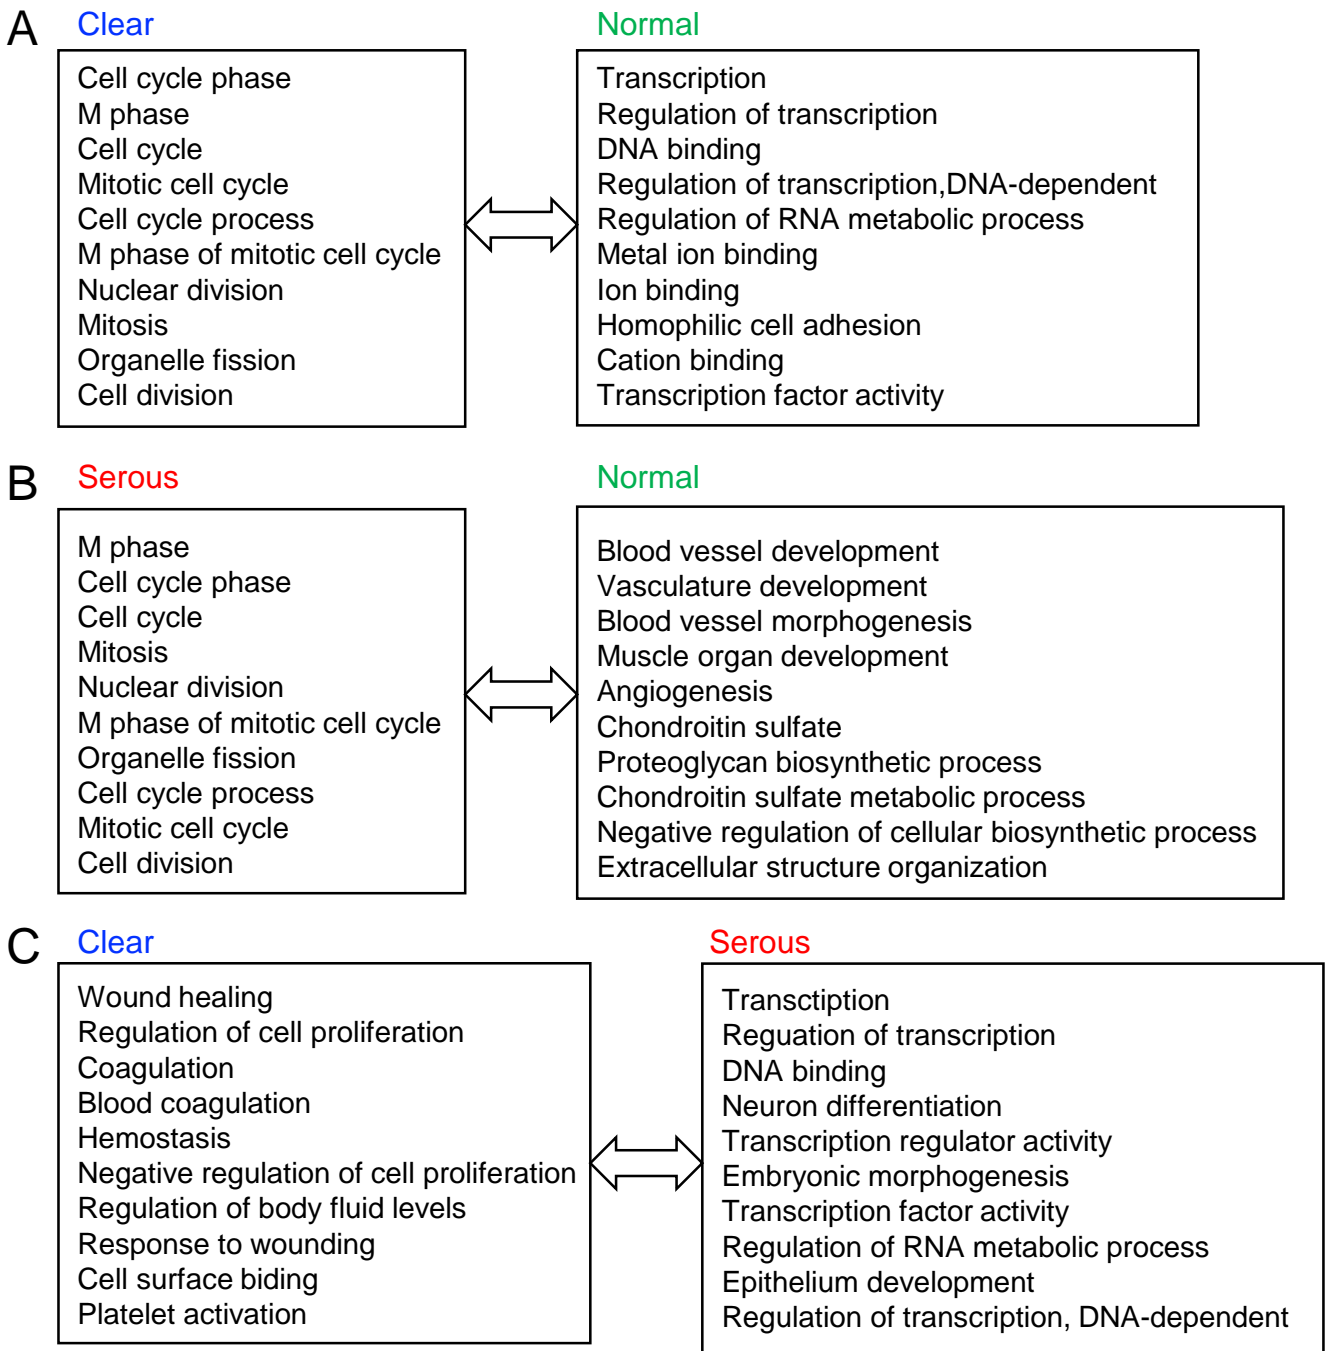

Supplementary Figure S1. Pathway enrichment analysis using PC1-contributing genes in PCA. Principal component analysis (PCA) was performed based on the expression level represented by log2RPKM value for each RefSeq CCC, HGSC, and normal tissues. DAVID Bioinformatics Resources 6.7 showed differentially expressed genes in pathways and clusters of functionally related genes in clear cell carcinoma compared to normal tissues (A), in serous carcinoma compared to normal tissues (B), and in clear cell carcinoma compared to serous carcinoma (C).

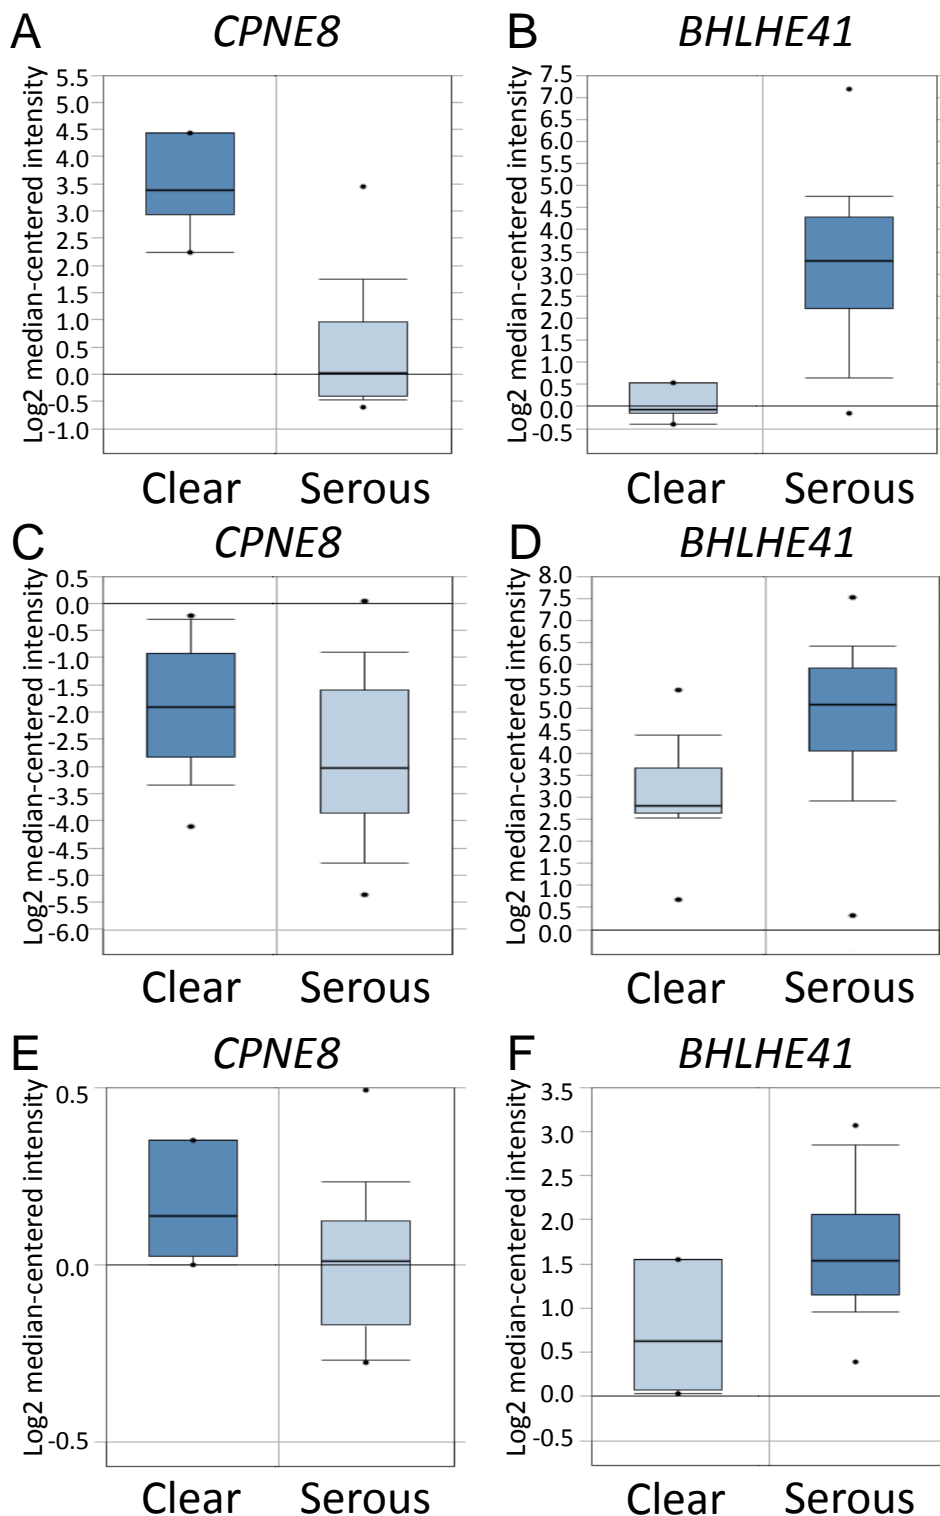

Supplementary Figure S2. Gene expression levels of *CPNE8* and *BHLHE41* based on Oncomine. (A) *CPNE8* was expressed higher in clear cell carcinoma ($n = 6$) than in serous carcinoma ($n = 71$) among Meyniel Ovarian Statistics ($n = 140$). (B) *BHLHE41* was expressed higher in serous carcinoma than in clear cell carcinoma among the same dataset with (A). (C) *CPNE8* was expressed higher in clear cell carcinoma ($n = 13$) than in serous carcinoma ($n = 79$) among Bittner Ovarian Statistics ($n = 241$). (D) *BHLHE41* was expressed higher in serous carcinoma than in clear cell carcinoma among the same dataset with (C). (E) *CPNE8* was expressed higher in clear cell carcinoma ($n = 7$) than in serous carcinoma ($n = 20$) among Lu Ovarian Statistics ($n = 50$). (F) *BHLHE41* was expressed higher in serous carcinoma than in clear cell carcinoma among the same dataset with (E).

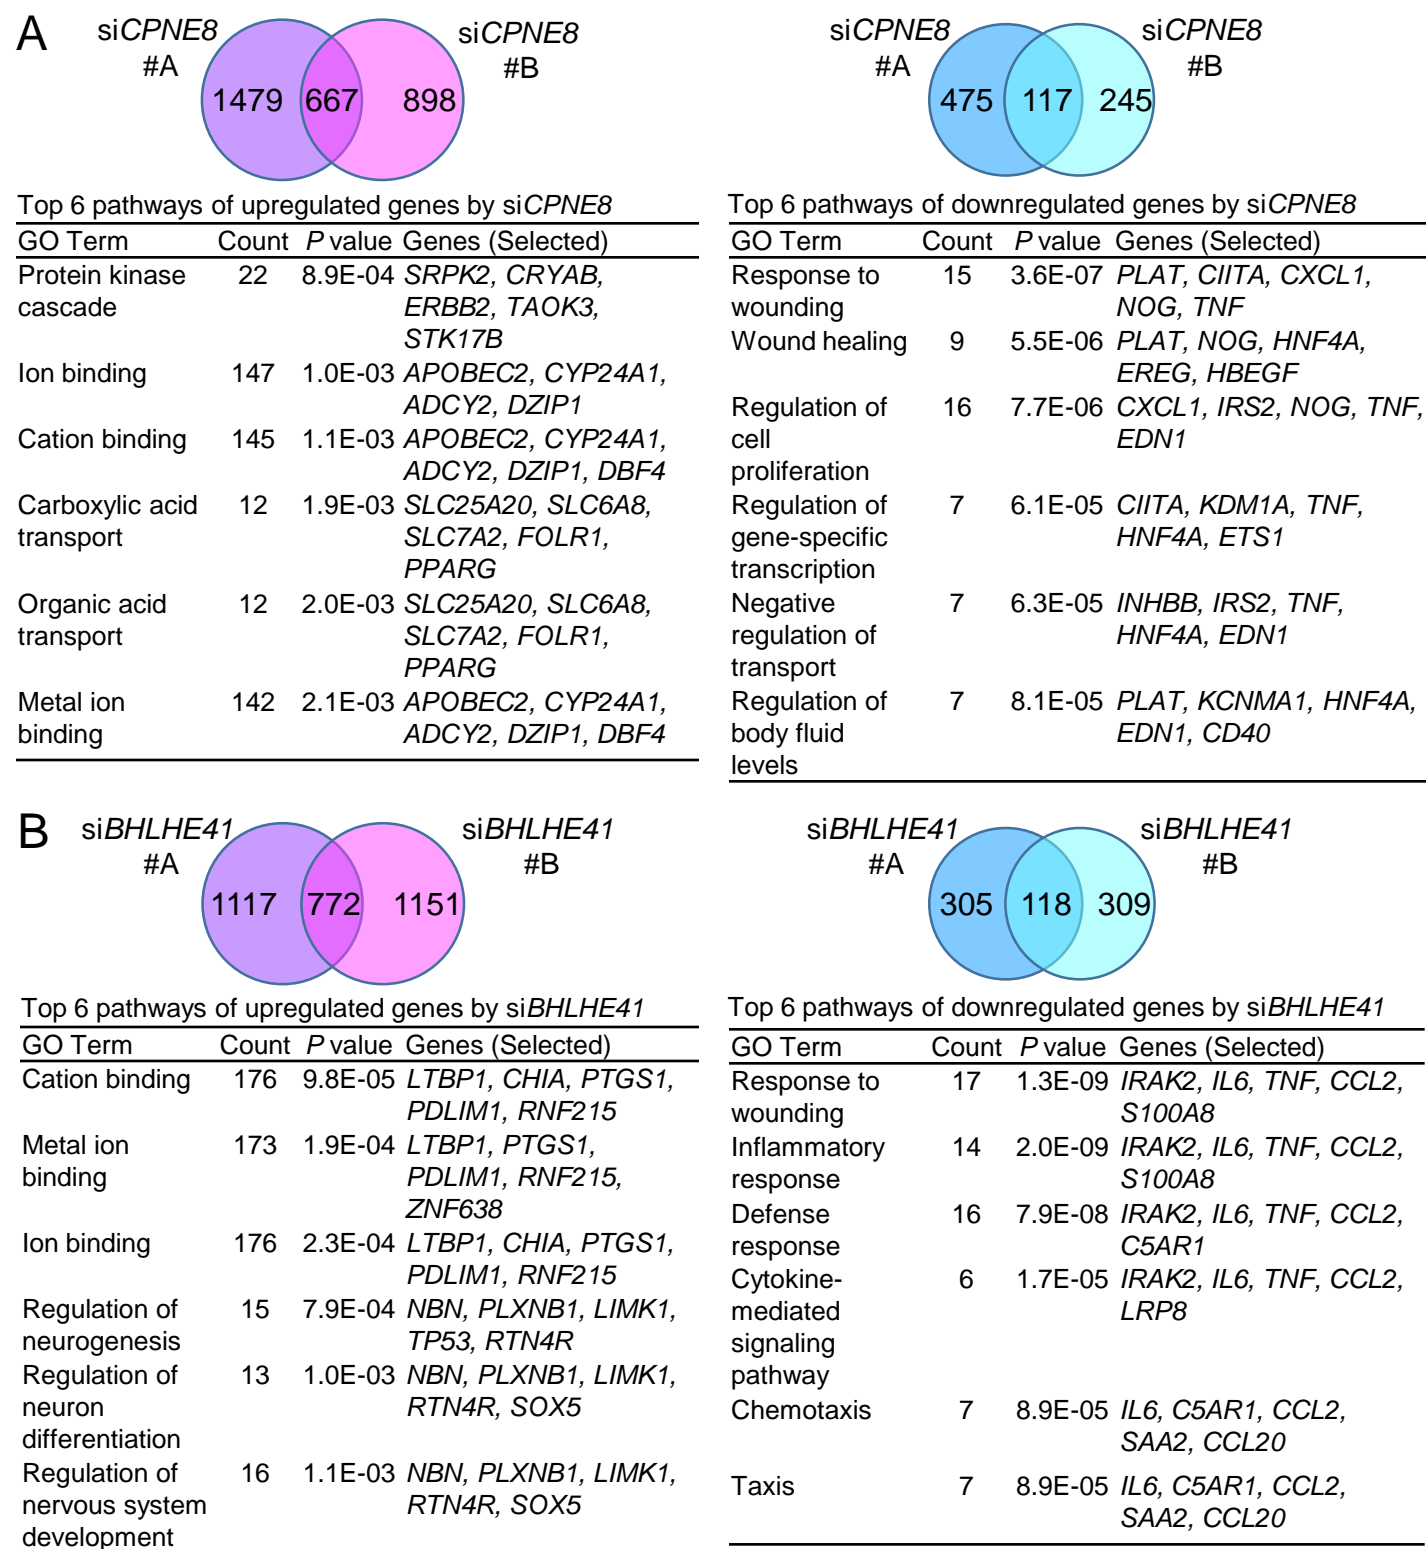

Supplementary Figure S3. Up- and down-regulated pathway genes by siRNAs targeting *CPNE8* and *BHLHE41*. (A) Venn diagram showing the number of overlapping upregulated (>1.5-fold, left panel) and downregulated (<0.66-fold, right panel) microarray probes in RMG1 cells after treatment of si*CPNE8* #A and #B compared with siControl. Pathway analysis using the overlapping genes shows high enrichment of ion-related and neuron-related pathways in upregulated genes, whereas high enrichment of cytokines and inflammatory pathways in downregulated genes. (B) Similar microarray analysis was performed as in (A) except that OVCAR3 cells and si*BHLHE41* #A and #B were used. Pathway analysis shows high enrichment of protein kinase and ion-related pathways in upregulated genes, whereas high enrichment of wound response and cell proliferation pathways in downregulated genes.

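Over all transcript and control probes in RMG1 cells, 2146 were over 1.5-fold of siControl with siCPNE8 #A and 1565 with #B, of which 1479 were so with #A alone and 898 with #B alone. Under 0.66-fold there were 2082 probes with #A and 1723 with #B, of which 1424 were so with #A alone and 1065 with #B alone. Both siRNAs were compared with the same siControl array, and its own deviations enter both ratios. In 100 simulations of unchanged arrays compared with 1 control array, with noise taken from the difference between #A and #B at each level, between 708 and 819 probes came out over 1.5-fold with both and between 644 and 791 under 0.66-fold with both. Lists of these sizes drawn independently would share 137.9 and 147.3 probes. The log2 ratios of #A and #B had a covariance of 0.117 over all probes, against 0.113 ± 0.003 (SD of 100 draws) in the simulations, and without dim probes 0.124 against 0.0991 ± 0.0039. Of the 2903 control probes, 118 were higher with both and 82 lower with both, beside 549 and 576 of the 21448 transcript probes. The share of control probes was thus not smaller than that of transcript probes in either direction.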

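Solute carriers named in Supplementary Figure S3A as raised were higher than siControl with both siCPNE8 siRNAs: SLC7A2, a carrier of cationic amino acids, lay at 1.05 ± 0.63 and the creatine carrier SLC6A8 at 0.79 ± 0.11 (mean log2 ratio ± SD, n = 2 siRNAs). The protein kinases TAOK3 and STK17B of the same panel lay at 0.79 ± 0.05 and 0.62 ± 0.04. SRPK2, CRYAB, SLC25A20, FOLR1, CYP24A1 and PPARG, also named there, were above background in no array, so their ratios are not evidence of raised expression. In that panel, 10 of 13 measured genes were over 1.5-fold with both siRNAs, these 6 included; the exceptions were ADCY2, DZIP1 and DBF4, and the study picked these genes on these arrays, so they are not independent evidence. Of 48 measured solute and carboxylic acid carriers, 8 were over 1.5-fold and 1 under 0.66-fold with both siRNAs, with a median log2 ratio of 0.11 (adjusted p = 0.166 from camera), and SLC7A8, an amino acid carrier, lay at 1.60 ± 0.27. None of 54 ion channels was over 1.5-fold with both siRNAs and 3 were under 0.66-fold, with a median of -0.05 (adjusted p = 0.601 from camera). Genes of neuron differentiation gave 2 over 1.5-fold, DLX5 and the adhesion molecule L1CAM at 1.17 ± 0.67, and 2 under 0.66-fold of 56, with a median of -0.02, a mean of 0.01 and a test direction toward higher (adjusted p = 0.869 from camera). Kinases of the MAP kinase and protein kinase cascade, with 4 of 61 over 1.5-fold and 3 under 0.66-fold, had a median of -0.05 (adjusted p = 0.587), and IRAK2 and MAP3K14 lay at -1.58 ± 0.96 and -1.36 ± 0.35. In these 4 lists limma called 0 genes when adjusted over the list alone, with 8, 3, 4 and 6 genes at an unadjusted p under 0.05.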

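Over 1.5-fold of siControl, OVCAR3 cells had 1889 probes with siBHLHE41 #A and 1923 with #B, of which 1117 and 1151 were so with that siRNA alone. Under 0.66-fold there were 1652 with #A and 1709 with #B, of which 1089 and 1146 were so with that siRNA alone. Simulations of unchanged arrays against 1 control array, made as for RMG1, gave between 602 and 707 probes over 1.5-fold with both and between 536 and 669 under 0.66-fold with both, and independent lists would share 149.2 and 115.9. The covariance of the #A and #B log2 ratios was 0.111 against 0.101 ± 0.0025 in the simulations (SD of 100 draws), and without dim probes 0.124 against 0.0962 ± 0.0033. Of the 2903 control probes, 110 were over 1.5-fold and 106 under 0.66-fold with both siRNAs, beside 662 and 457 of the 21448 transcript probes. Here too the share of control probes was not smaller in either direction.

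**Figure D3:**
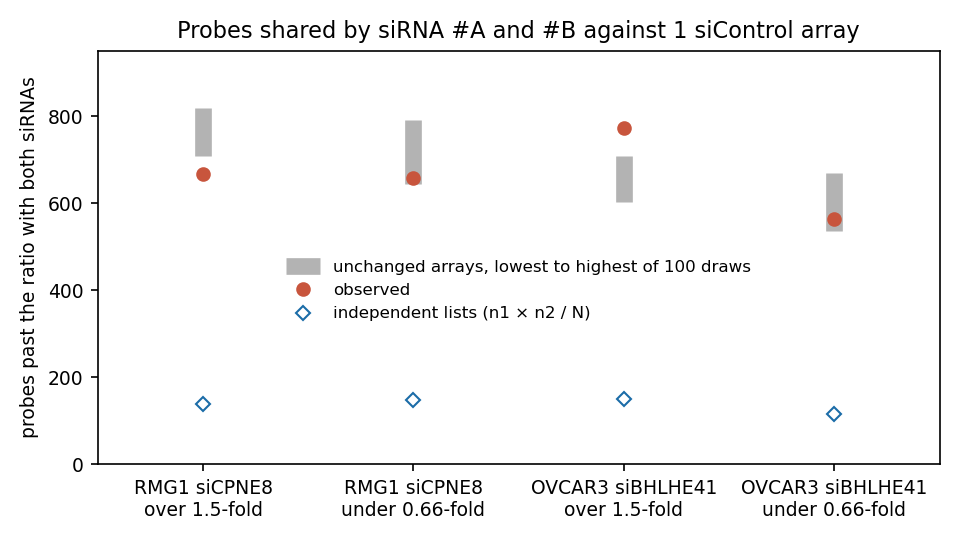
Number of probes past the ratio with both siRNAs (vertical axis) for each cell line and direction. Dots give the observed number, bars the lowest to highest number in 100 simulations of unchanged arrays against 1 control array and diamonds the number for independent lists: the 772 probes over 1.5-fold in OVCAR3 lie above the simulated range of 602 to 707.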

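LTBP1, which binds latent TGF-β, lay at a mean log2 ratio of 1.61 ± 0.41 in OVCAR3 cells after siBHLHE41, the semaphorin receptor PLXNB1 at 1.15 ± 0.36, the neural transcription factor SOX5 at 0.95 ± 0.09, the Nogo receptor RTN4R at 0.85 ± 0.06 and LIMK1, a kinase that phosphorylates cofilin, at 0.67 ± 0.05 (SD, n = 2 siRNAs). Supplementary Figure S3B names them as raised, and 10 of its 11 measured genes were over 1.5-fold of siControl with both siRNAs, all but NBN, while 2 of the 10 were above background in no array; the study picked them on these arrays, so they are not independent evidence. Of 56 measured genes of neuron differentiation, 9 were over 1.5-fold and none under 0.66-fold with both siRNAs, with a median log2 ratio of 0.03 and a mean of 0.17, and the list did not pass camera (adjusted p = 0.0985), while fgsea called it higher (adjusted p = 0.000707). The neural adhesion molecule L1CAM lay at 1.77 ± 0.11 and DLX5 at 1.53 ± 0.35 (SD, n = 2 siRNAs). Genes of the MAP kinase and protein kinase cascade gave 2 over 1.5-fold and 7 under 0.66-fold of 61, with a median of -0.04 (adjusted p = 0.297 from camera, 0.016 and lower from fgsea); MAP3K8 lay at -1.02 ± 0.19 and the small heat shock protein CRYAB at -1.38 ± 1.03. None of 54 ion channels was over 1.5-fold with both siRNAs and 1 was under 0.66-fold (median -0.07, adjusted p = 0.84 from camera), and of 48 solute carriers 3 were over 1.5-fold and 6 under 0.66-fold (median -0.06, adjusted p = 0.704). The wounding genes of Table S7 had a median log2 ratio of -0.08 (adjusted p = 0.871 from camera), and its gene over 1.5-fold, BLNK, was above background in no array. Those of the regulation of cell proliferation had a median of 0.00 and a mean of 0.16, with IGFBP7 and DLX5 over 1.5-fold (adjusted p = 0.294 from camera); limma called both when adjusted over the list alone, although IGFBP7 was above background in no array, and 0 genes of the other lists named here.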

How the deposited data were processed for this re-analysis (not part of the article)

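Gene expression was measured in RMG1 cells transfected with siControl, siCPNE8 #A or siCPNE8 #B and in OVCAR3 cells transfected with siControl, siBHLHE41 #A or siBHLHE41 #B, with 1 Affymetrix Clariom S array each, 6 arrays in all. The authors deposited log2 values for 24351 probes, which the submitters' processing notes credit to RMA in Affymetrix Expression Console; RMA corrects the background, normalizes between arrays and summarises the features of a transcript into 1 value, and the versions are not given in the sources used here. The sorted values of the 6 arrays nearly coincide (largest difference 0.62, median difference 0.077 on the log2 scale). The highest values, between 17.73 and 18.35, lie above 16, the log2 of a 16-bit full scale, so the values were also rescaled in a way that no source used here describes, and a log2 ratio may be stretched or shrunk by it. No untransfected array and no second siControl array was analysed here, and patients' RNA sequencing data were not used here.

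The 24351 probes comprise 21448 transcript probes and 2903 control probes (31 AFFX, 63 ERCC, 612 negative and 2197 positive controls). Gene symbols came from the array's annotation: 17709 probes carry 1 symbol, 0 carry several and 3739 transcript probes are unnamed here. Symbols were brought up to date through gene identifiers with a reference table of GRCh38.p14, which changed 0 of them. They name 17687 genes, of which 20 have more than 1 probe; for these the mean log2 value was used, and the largest p. No probe position or sequence was used. The 95th percentile of the negative control probes lay between 7.86 and 8.47 per array, and between 37.2% and 41.2% of the transcript probes lay above it. Pairs of arrays of the same line correlated with r between 0.99 and 0.993 over all probes and pairs of different lines with r between 0.938 and 0.943, and no pair of arrays shared more than 3 identical values.

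Before the data were examined, the ratios and tests, 41 gene lists with 2138 distinct genes (1916 measured, 415 in more than 1 list), the rule for the genes named and the alternatives not marked otherwise were fixed. The lists cover the pathways of Figure 5, the terms of Supplementary Figure S3, genes of Tables S5, S7 and S8 and of Figure 2, other pathways and gene families, and markers of clear cell carcinoma, serous carcinoma, immune cells, stroma and epithelial cells. They were written from general knowledge or copied from the paper's tables and are not the gene sets the authors used in GSEA. Genes named are CPNE8 and BHLHE41; those the paper's text, Figure 2 or Supplementary Figure S3 names; per line and direction the 10 genes with the largest mean log2 ratio past the ratio with both siRNAs and above the median level; and of each list discussed the 4 members above that level with the largest mean log2 ratio. Other genes, given for the levels of the lines or as lower in both lines, were chosen after their values were seen.

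A probe counted as higher when its ratio to the siControl array of the same line was over 1.5 and as lower when it was under 0.66, with both siRNAs, over all 24351 probes, which is the criterion of Supplementary Figure S3. Because both siRNAs share 1 control array, 100 sets of arrays without any change were simulated, each with its own simulated control. They were drawn around the mean of siControl, #A and #B, with noise from the difference of #A and #B in 20 bins of level. The sign of this noise was drawn at random, and the noise also holds real differences between the siRNAs. Single probes were tested with limma (lmFit and eBayes) in 1 fit of 4 groups over the 6 arrays, with Benjamini-Hochberg adjustment over the 21448 transcript probes; the design had named all probes, and the fit with control probes is given as an alternative. The fit has 2 residual degrees of freedom, both from the siRNA pairs, and the control arrays are assumed to vary like those pairs. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, over the 17687 named genes, adjusted over the 41 lists. With an estimated correlation camera uses the 2 residual degrees of freedom, which leaves it little power. The median of each list was also placed among 10000 random lists of the same size matched on level. Alternatives were another fold threshold (2 and 0.5), dim probes left out (mean log2 value not above the median in either group), quantile normalization, centring, genes counted once, a variance trend, the arrays of 1 line alone, fgsea and each siRNA left out. Chosen after seeing the data were the fits with or without control probes, camera with an estimated correlation but the degrees of freedom of the preset one, and the covariance without dim probes.

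The fits were tested on simulated data with 200 changed probes. With variances drawn from limma's fitted prior, limma recovered 0% of probes changed by 1 on the log2 scale, 35.8% of those changed by 2 and 90.9% of those changed by 3 in the RMG1 comparison of 21448 probes, and 0%, 23.9% and 87.9% in the OVCAR3 comparison, with 3 unchanged probes called in each. This simulation was added after limma had called 0 probes in the arrays; with each probe's moderated variance, as first run, recovery was 22.4%, 98.5% and 100% for RMG1 (29 unchanged probes called) and 4.5%, 98.5% and 100% for OVCAR3 (6 unchanged probes called). Camera called 0 lists when none was shifted and called the hypoxia list when it was lowered by 0.3, in both lines. That shift is larger than the list's median log2 ratio in the arrays, -0.111 in RMG1 and -0.058 in OVCAR3. The simulated noise was independent between probes, whereas the estimated correlation was 0.0603 for the TNF and NF-κB list and 0.2898 for the type I interferon list. These runs therefore cannot show how often camera calls unshifted lists whose genes vary together. The ratio criterion recovered 198 and 200 of 200 probes changed by 2 on the log2 scale. R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.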

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

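The tests of the type I interferon list against other explanations were chosen after its result was seen, as were the bootstrap spread given for the 2 lines, the numbers without control probes and the covariance without dim probes.

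Genes induced by type I interferon stood out because they rose as a group in RMG1 cells, in a pathway that Figure 5 does not show, and because the 2 lines differed. In RMG1 cells 9 of 48 measured genes were over 1.5-fold and 0 under 0.66-fold of siControl with both siCPNE8 siRNAs and 29 lay above siControl with both (median log2 ratio 0.47, adjusted p = 1.39e-06 from camera, adjusted p = 0.884 with an estimated correlation); without the #B array the adjusted p was 0.0515. IFIT1, which binds viral RNA, had log2 ratios of 0.71 with #A and 2.08 with #B, and OAS1, a sensor of double-stranded RNA, had 0.49 and 2.45. OAS1 was above background with #B alone, so its ratio with #A is not evidence of a rise. In OVCAR3 cells the median was -0.04 (adjusted p = 0.894), and the test of the difference between the lines gave an adjusted p of 0.000593 from camera, but 0.94 with an estimated correlation.

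A response of both lines to any targeting siRNA is argued against by the list's place at the 22.5 percentile of random lists in OVCAR3. A low RMG1 siControl array alone cannot be told apart from a response: it would leave #A and #B level, and the list's median difference of #B minus #A was 0.467, but these are 2 single arrays and cholesterol synthesis differed between them by 0.564. For the same reason a response in proportion to the loss of CPNE8 cannot be told apart from others, although the median was 0.263 with #A, which leaves less CPNE8, and 0.600 with #B. A response to the sequence of siCPNE8 #B, or a difference between cultures, may also remain among the open explanations, and neither could be tested with 1 array per siRNA.

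The 658 probes under 0.66-fold with both siRNAs in RMG1 and the 563 in OVCAR3 lie within the simulated ranges of 644 to 791 and 536 to 669, so noise of a shared control array is a possible explanation of numbers of this size. For the 667 probes over 1.5-fold in RMG1 it cannot be told apart from an effect, because the number lies below the simulated range of 708 to 819 and the simulated noise also holds real differences between #A and #B; with a 2-fold threshold and without control probes 93 were higher with both, above a simulated 50 to 87, and with them 144, within 101 to 160. Without dim probes the covariance of #A and #B in RMG1 exceeded the simulated one by 0.025 (SD 0.0039). Over all probes it did so by 0.0039 (SD 0.003). Dim probes were left out by their measured levels, and the simulation did not repeat this choice, which can itself raise the covariance. The excess without dim probes therefore decides nothing about noise of the control array. The 772 probes over 1.5-fold in OVCAR3 lie above the simulated range of 602 to 707. This argues against that noise as the whole cause if the control array varies like the siRNA arrays and as often up as down. The simulation drew the signs at random, so it cannot exclude a control array that deviates more often to low values. Part of the excess over independent lists may come from the shared control in every case.

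The TNF and NF-κB, IL6-JAK-STAT3 and cytokine lists fell in both lines in camera although the targets differ, but each call was lost with an estimated correlation (adjusted p = 0.884 in RMG1 and 0.794 in OVCAR3), and IL6-JAK-STAT3 was lost in RMG1 without #A (0.135) or #B (0.0515) and, like TNF and NF-κB (0.157), in OVCAR3 without #B (0.0657). Without dim probes the larger adjusted p of the TNF and NF-κB list in the 2 lines was 0.00284 from camera. This cannot decide whether noise of dim probes near background contributes. A gene stayed in when its mean level was above the median in either group. That includes a gene high in siControl alone, which favours a fall, and the median was not set by the negative controls. A property of the control siRNA, such as raised NF-κB targets in both siControl arrays, cannot be told apart from knockdown responses that resemble each other: over the 271 genes of the 3 lists the mean log2 ratios of the lines correlated across genes with r = 0.293 (bootstrap SD 0.079), against 0.308 at the upper end of the middle 95% of random lists, and no untransfected array was analysed. CPNE8 and BHLHE41 each acting on NF-κB stays open and was not tested.

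Some lists passed the test although the paper does not discuss them for these arrays, and each call was lost with an estimated correlation (adjusted p = 0.884 for those of RMG1, 0.794 and 0.865 for the ribosomal proteins and DNA replication of OVCAR3). The 51 genes of epithelial-mesenchymal transition fell in RMG1 (10 under 0.66-fold and 3 over 1.5-fold, median log2 ratio -0.20, adjusted p = 0.0113 from camera), with the collagens COL6A1 at -1.21 ± 0.85 and COL6A2 at -1.18 ± 0.42. The 39 genes of coagulation and fibrinolysis fell there too (6 under 0.66-fold, among them PLAU, PLAUR and PLAT, median -0.11, adjusted p = 0.0426), with an adjusted p of 0.285 without the #B array. Cytosolic ribosomal proteins, of which 45 of 78 were measured, rose by small amounts in both lines, with a median of 0.16 in RMG1 (adjusted p = 0.0113; 0.0954 without #A) and 0.15 in OVCAR3 (adjusted p = 0.0168; 0.157 without #B), and RPS19 lay at 0.70 ± 0.17 and 1.16 ± 0.01. The 55 genes of oxidative phosphorylation rose in RMG1 with a median of 0.16 (adjusted p = 0.0239; 0.104 without #A), with COX6B1 at 0.47 ± 0.18. The 53 genes of DNA replication fell in OVCAR3 with a median of -0.15 and no gene past either ratio (adjusted p = 0.0494; 0.504 without #A), PCNA having log2 ratios of -0.47 and -1.47.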

How the results depend on the processing

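Chosen after the results were seen were the fits with or without control probes, the estimated correlation with preset degrees of freedom and the covariance without dim probes. With a threshold of 2-fold, 144 probes were higher and 117 lower with both siRNAs in RMG1 and 143 and 118 in OVCAR3; without dim probes 320, 259, 442 and 256; and counted once per gene 444 were higher in RMG1, all by construction of the counts. With 1 siRNA in place of both the numbers ranged from 1565 to 2146 higher and 1723 to 2082 lower in RMG1, and from 1889 to 1923 and 1652 to 1709 in OVCAR3. The covariance of #A and #B exceeded the simulated one by 0.025 in RMG1 and 0.028 in OVCAR3 without dim probes, against 0.0039 and 0.0101 with them. limma called 1 probe in RMG1, a positive control, when control probes were included, and 0 under the other settings run. With an estimated correlation 0 lists passed in RMG1, 0 in OVCAR3 and 0 for the difference between the lines, where camera has 2 degrees of freedom: the adjusted p was 0.884 for the RMG1 lists of cytokines, hypoxia, IL6-JAK-STAT3 and TNF and NF-κB, 0.92 for MYC targets of ribosome biogenesis, and 0.794 for the OVCAR3 lists of cytokines, IL6-JAK-STAT3, inflammatory response, both MYC lists and TNF and NF-κB. With the estimated correlation and preset degrees of freedom 2 lists passed in RMG1, hypoxia (0.00131) and coagulation (0.0465), 0 in OVCAR3 and 0 for the difference; in RMG1 cytokines had 0.208, IL6-JAK-STAT3 0.46, MYC targets of ribosome biogenesis 0.758 and TNF and NF-κB 0.112, and in OVCAR3 cytokines 0.172, IL6-JAK-STAT3 0.233, inflammatory response 0.436, general MYC targets 0.441, MYC targets of ribosome biogenesis 0.453 and TNF and NF-κB 0.453. Apart from hypoxia and coagulation in RMG1, these calls thus depend on how strongly genes of a list are taken to vary together. For those lists the estimated correlations were -0.0028 and -0.0166, below the preset 0.01. Between these settings their calls were lost through the 2 degrees of freedom. Against random lists 20 lists stood outside the middle 95% in RMG1 and 14 in OVCAR3, and fgsea, which permutes genes, called 15 in OVCAR3. The RMG1 inflammatory response passed with fgsea (2.36e-06), without dim probes (0.000255), with the RMG1 arrays alone (0.0425) and at the 0.02 percentile of random lists; the RMG1 MYC targets of ribosome biogenesis had 0.0557 with the RMG1 arrays alone; and the OVCAR3 interferon gamma response passed with fgsea (3.33e-05). Other lists that failed camera and passed fgsea were the OVCAR3 lists of neuron differentiation (higher, 0.000707), hypoxia (lower, 0.00498), the MAP kinase cascade (lower, 0.016), Table S7 proliferation (higher, 0.0248) and circadian clock (lower, 0.0428), and the RMG1 lists of the interferon gamma response (higher, 0.00329) and Table S7 wounding (lower, 0.0352). The correlation of the 2 lines across genes was 0.247 without dim probes against 0.125 with them. Leaving out 1 siRNA array gave between 6 (without #A) and 9 lists in RMG1, and adjusted p from camera of 0.0344 to 0.169 for hypoxia, 0.0515 to 0.135 for IL6-JAK-STAT3, 0.0348 to 0.169 for the inflammatory response and 0.000981 to 0.838 for MYC targets of ribosome biogenesis in RMG1, each highest without #A, and in OVCAR3 of 1.54e-05 to 0.0657 for IL6-JAK-STAT3, 0.0002 to 0.306 for the inflammatory response and 0.000349 to 0.157 for TNF and NF-κB, each highest without #B, and 0.00694 to 0.0935 for general MYC targets, highest without #A. The cause of these shifts was not tested, apart from the counts. Of the genes named, 105 of 106 values moved by less than the spread of the siRNAs on centring and 97 of 106 on quantile normalization. Without 1 siRNA 12 of 212 values changed sign, all of genes past neither ratio with both siRNAs, such as CPNE8 in OVCAR3 (-0.14, and 0.22 without #A), and 1 of 106 changed sign on centring and 1 on quantile normalization. No paired analysis was possible because the letters A and B name different siRNAs in the 2 lines and each line has 1 control array. The planned search for siRNA seed matches was not run, because no 3′ UTR sequences were used here. Signal near background also limits the counts, since between 53.5% and 68.7% of the probes past a ratio with both siRNAs were not above the negative controls' 95th percentile.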

Differences from the paper's values

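The alternatives named here were set before the data were examined. For probes under 0.66-fold of siControl in RMG1 cells, Supplementary Fig. S3A shows about 480 with siCPNE8 #A alone, about 120 with both and about 250 with #B alone, given to 2 digits, against 1424, 658 and 1065 here. At a threshold of under 0.5-fold the values here are 475, 117 and 245 and match the numbers printed in the panel; for #B alone the value also comes near without dim probes, with 285. They do not come near with quantile normalization (1465, 636 and 916), centring (1472, 648 and 991) or genes counted once (1089, 478 and 744), nor without dim probes for #A alone (742) and both (259). In OVCAR3 cells Supplementary Fig. S3B shows about 310 with siBHLHE41 #A alone, about 120 with both and about 310 with #B alone, against 1089, 563 and 1146 here. Under 0.5-fold gives 305, 118 and 309, which match the printed numbers, whereas leaving out dim probes (558, 256 and 515), quantile normalization (1096, 570 and 1116), centring (1049, 547 and 1140) and genes counted once (788, 379 and 864) do not come within the paper's values. The legend states a threshold of 0.66-fold for these panels, and the match is a setting under which the values meet, not a statement of the method used. For probes over 1.5-fold the numbers printed in both panels match those found here, 1479, 667 and 898 in RMG1 and 1117, 772 and 1151 in OVCAR3.

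The paper names the inflammatory response among the pathways repressed in RMG1 (Figure 5A) and the interferon gamma response among those repressed in OVCAR3 (Figure 5B); with lists that are not the authors' gene sets, camera gave adjusted p of 0.0561 and 0.294, and fgsea, a test that permutes genes and was set beforehand, called both as lower (2.36e-06 and 3.33e-05). Of other pathways in those figures, the lists for NF-κB, hypoxia, IL6-JAK-STAT3 and ribosome-related MYC targets in RMG1 and for NF-κB, IL6-JAK-STAT3, inflammation and both groups of MYC targets in OVCAR3 fell in camera at its preset correlation, and each call was lost with an estimated correlation (adjusted p between 0.884 and 0.92 in RMG1 and 0.794 in OVCAR3). The legend of Supplementary Figure S3 gives cytokine and inflammatory pathways as lowered in RMG1 and wound response and proliferation as lowered in OVCAR3, while the main text gives wounding and proliferation for RMG1 and inflammatory and cytokine pathways for OVCAR3. Here cytokines fell in both lines in camera (median log2 ratio -0.23 and -0.26; adjusted p = 0.884 in RMG1 and 0.794 in OVCAR3 with an estimated correlation), and the lists of wounding and proliferation genes, which are tumor genes of Table S7 and not the DAVID terms, did not pass camera in either line (adjusted p between 0.246 and 0.929), while fgsea called the wounding list lower in RMG1 (0.0352) and the proliferation list higher in OVCAR3 (0.0248). The figure names ADCY2, DZIP1 and DBF4 among raised genes in RMG1, where ADCY2 was above background in no array and the mean log2 ratios of the other 2 were 0.43 (under 1.5-fold) and -0.42, and NBN among raised genes in OVCAR3, where it was -0.21; the other measured genes it names lay on the side it gives, some of them above background in no array of their line.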

Other observations

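The tests of marker lists between the lines and the count of genes shared by the lines were chosen after the results were seen; the levels of the Figure 2 genes and the correlation of the lines were planned. The levels of the lines in the siControl arrays, compared with limma, set RMG1 and OVCAR3 apart by the markers of their histotypes. Of the genes that Figure 2A assigns to clear cell carcinoma, 8 of 11 measured were higher in RMG1 at an adjusted p under 0.05, among them RXFP1, the relaxin receptor, at log2 values of 15.96 against 3.36 (adjusted p = 2.7e-05), CPNE8 at 13.76 against 7.81 (adjusted p = 0.00142) and FUT4 at 9.18 against 5.44 (adjusted p = 0.00389), all 3 not above background (8.17) in OVCAR3, so that the size of the difference is uncertain, while FBXO8, CYP2B6 and OPN5 did not pass. Of the genes that Figure 2B assigns to serous carcinoma, 6 of 10 were lower in RMG1, among them BHLHE41 (difference -3.10, adjusted p = 0.0029) and, not above background (7.98) in RMG1, WT1 at 3.55 against 8.71 (adjusted p = 0.000197), MEIS1 at 6.26 against 10.16 (adjusted p = 0.000702) and NOL4L at 6.32 against 10.48 (adjusted p = 0.000361). With the mean of all 3 arrays of each line in place of siControl, 10 and 6 passed. Over a wider list of clear cell markers 15 of 27 were higher in RMG1 and 0 lower, including the osteopontin gene SPP1 at 15.0 against 6.02 and the kidney injury marker HAVCR1 at 13.56 against 3.86, and over serous markers 15 of 30 were lower and PAX8 and MECOM higher, with CDKN2A at 4.47 against 15.14; these genes were chosen after their values were seen, and the lower value of SPP1, HAVCR1 and CDKN2A is not above background. Both wider lists repeat genes of Figure 2, such as CPNE8 and RXFP1 or BHLHE41 and WT1, which are not separate evidence, and PAX8 is in both lists. Over all 21448 transcript probes, limma called 1610 higher and 1853 lower in RMG1 at an adjusted p under 0.05. IL6 stood higher in RMG1, at 14.13 against 10.34 (adjusted p = 0.0126). The paper measured the genes of Figure 2 by qRT-PCR, whereas the values here come from cells transfected with siControl.

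After the knockdowns the marker lists did not pass camera, which says nothing of stability in a design of this size; against random lists of the same size the clear cell markers of RMG1 stood at the 99.53rd percentile, the Figure 2A genes of RMG1 at the 99.78th and the serous markers of OVCAR3 at the 98.62nd, outside the middle 95%. In RMG1 the clear cell markers had a median log2 ratio of 0.16 (adjusted p = 0.364 from camera) and the serous markers a median of -0.03, a mean of 0.00 and a test direction toward higher (adjusted p = 0.798); in OVCAR3 the clear cell markers had a median of 0.11, a mean of -0.09 and a test direction toward lower (adjusted p = 0.84). Of the 30 serous markers of OVCAR3 5 were over 1.5-fold and 2 under 0.66-fold with both siRNAs (median 0.15, adjusted p = 0.119); the kallikreins KLK10 and KLK5 lay at 1.59 ± 0.03 and 1.53 ± 0.40 and were called when adjusted over the list alone. Figure 2A genes had adjusted p of 0.246 and 0.84 in RMG1 and OVCAR3 and Figure 2B genes 0.768 (median -0.02, mean 0.04, test direction toward higher) and 0.708; CPNE8 and NALF1 were called over the Figure 2A list alone in RMG1. Immune cell markers (adjusted p 0.473 and 0.33), stroma markers (0.666 and 0.668) and epithelial junctions and keratins (0.594 and 0.149) did not pass in RMG1 and OVCAR3, and between the lines 0 of 24 immune and 2 of 21 stroma markers, S100A4 and KDR, differed, both lower in RMG1, although KDR was above background in neither line. Among genes that ovarian cells do not use, olfactory receptors had adjusted p of 0.473 and 0.396 (in OVCAR3 a median of 0.00, a mean of -0.05 and a test direction toward lower), but in RMG1 their median of -0.15 stood at the 0.23 percentile of random lists, so a background list also lies outside the middle 95% by this measure; genes of sperm, eye, skeletal muscle and hair 0.878 and 0.33.

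Among metabolic genes in OVCAR3, SLC7A11, the cystine carrier, lay at -1.93 ± 0.03 and DDIT4, an inhibitor of mTOR, at -1.35 ± 0.31 (mean log2 ratio ± SD, n = 2 siRNAs) within ATF4 targets that did not pass as a list (adjusted p = 0.119 from camera; 0.768 in RMG1). Cholesterol synthesis gave a median of 0.18 in OVCAR3 (adjusted p = 0.119), with TM7SF2 at 1.53 ± 0.12, the gene called over the list alone, and LSS at 1.10 ± 0.16, and -0.17 in RMG1 (adjusted p = 0.587). In OVCAR3 the hypoxia list had an adjusted p of 0.321, epithelial-mesenchymal transition 0.84, coagulation 0.356, mitosis 0.119 and oxidative phosphorylation 0.894, with a median of 0.02 and a mean of -0.02 for the last. In RMG1 the interferon gamma response had a median of -0.02, a mean of 0.02 and a test direction toward higher (adjusted p = 0.768), with NFKBIA at -2.12 ± 1.02 on one side and the interferon-induced MX1 on the other, and the circadian clock had 0.768. Targets of p53 had adjusted p of 0.768 in RMG1 and 0.865 in OVCAR3, histones 0.364 (H2BC14 called over the list alone) and 0.13, housekeeping genes 0.798 in RMG1, copines 0.473 (CPNE8 called over the list alone) and 0.819 (median 0.00, mean -0.05, test direction toward lower), M phase genes of Table S5 0.587 and 0.139, coagulation genes of Table S7 0.381 and 0.294 and transcription genes of Table S8 0.768 and 0.816 (median -0.03, mean 0.09, test direction toward higher, NPAS3 called over the list alone).

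Some genes passed the same ratio in both lines. Of 478 genes under 0.66-fold with both siRNAs in RMG1 and 379 in OVCAR3, 25 were shared, against 10.2 if independent, and of 444 and 541 genes over 1.5-fold 41 were shared, against 13.6. The independent numbers take every gene as equally likely to pass, whereas noisy dim genes can pass more readily in both lines. The excess therefore cannot decide whether the lines share a response. The lines share no array but share the control siRNA. The 25 include TNFAIP3, PLAU, CCL20, HBEGF, CSF1, CXCL1, MAP3K8 and FOSL1, the 8 that belong to the NF-κB, IL6-JAK-STAT3 and cytokine lists, and outside these lists ETS1 and TGFA, a ligand of the EGF receptor, at -1.13 and -1.26, named after their values were seen; MAP3K8 in RMG1 and FOSL1 in OVCAR3 were above background in no array. Over all 17687 genes the mean log2 ratios of the lines correlated across genes with r = 0.125 (Spearman's coefficient 0.109), where genes are not independent replicates, and r was between 0.069 and 0.134 for single siRNA pairs.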
